# Expression Profiles of CircRNA and mRNA in Lacrimal Glands of AQP5^–/–^ Mice With Primary Dry Eye

**DOI:** 10.3389/fphys.2020.01010

**Published:** 2020-09-03

**Authors:** Yaning Liu, Guohu Di, Shaohua Hu, Tianyu Zhao, Xinkai Xu, Xiaoyi Wang, Peng Chen

**Keywords:** AQP5, lacrimal gland, dry eye, circRNA, miRNA, mRNA

## Abstract

**Purpose:** This work aimed to identify differentially expressed circular RNAs (circRNAs) and elucidate their potential function in aquaporin 5 (AQP5) knockout (AQP5^–/–^) mice with the primary dry eye phenotype.

**Methods:** A slit lamp examination was performed on AQP5^–/–^ mice to assess corneal epithelial defects using fluorescein sodium staining. Hematoxylin–eosin staining and transmission electron microscopy analysis were performed to identify structural changes in lacrimal gland epithelial cells due to AQP5 deficiency. The expression profiles of circRNA and messenger RNA (mRNA) were determined by a microarray analysis. The selected circRNA was verified by quantitative real-time reverse transcription-polymerase chain reaction (qRT-PCR). Gene Ontology and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analyses were performed to predict the biological functions and the potential pathways of parental genes involved in lacrimal gland epithelial cell changes. According to the bioinformatics analysis of identified circRNAs, we predicted a circRNA–miRNA–mRNA network of phagosomes.

**Results:** The AQP5^–/–^ mice spontaneously exhibit dry eye symptoms, wherein the AQP5 deficiency changes the structure of lacrimal gland epithelial cells. The analysis revealed that, compared to AQP5^+/+^ mice, 30 circRNAs in the lacrimal glands of AQP5^–/–^ mice were differentially expressed (fold change ≥ 2.0, *p* < 0.05). Nine upregulated circRNAs were identified using qRT-PCR, and nine upregulated validated circRNAs, 40 altered microRNAs (miRNAs), and nine upregulated mRNAs were identified through a network analysis. The KEGG analysis showed that these nine target genes were expressed in phagosomes.

**Conclusion:** The AQP5^–/–^ mice have primary and stable dry eye phenotypes from birth. We identified differently expressed circRNAs in the lacrimal glands of AQP5^–/–^ and AQP5^+/+^ mice, predicting a circRNA–miRNA–mRNA network of phagosomes. CircRNA likely plays an important role in lacrimal gland epithelial cell pathogenesis. Therefore, it is reasonable to use circRNA as a potential therapeutic agent for the treatment of dry eyes.

## Introduction

Dry eye is currently the most common eye disease except for ametropia, with a worldwide incidence of 5–34% (Messmer, 2015). The main pathophysiological mechanisms are tear film instability, increased tear permeability, ocular surface inflammation and injury, and neurosensory abnormalities (Craig et al., 2017). The current treatment strategies for dry eye include the use of artificial tears, administration of anti-inflammatory drugs, and surgery (Lemp and Foulks, 2007). However, the incidence of dry eye is still rising, emphasizing the urgent need to determine its pathogenesis and to develop effective treatment measures.

Aquaporin 5 (AQP5), a kind of aquaporin, is highly expressed in the corneal epithelium and lacrimal glands and is closely related to eye diseases (Raina et al., 1995; Takata et al., 2004). Compared with AQP5^+/+^ mice, the lenses of AQP5^–/–^ mice *in vitro* appear to be slightly turbid at high glucose concentrations, suggesting that AQP5 might maintain crystal transparency by regulating osmotic pressure (Sindhu Kumari and Varadaraj, 2013). AQP5 has also been shown to reduce saliva and airway mucus secretions and increase corneal thickness in experimental animals (Ma et al., 1999; Thiagarajah and Verkman, 2002). In addition, lack of AQP5 affects the migration and the proliferation of cells, leading to slow corneal healing (Kumari et al., 2018). One of the symptoms of dry eye is an epithelial defect in the cornea (Levin and Verkman, 2006). A previous study considered AQP5 level as an index of dry eye (Lin et al., 2019), and the occurrence of dry eye is believed to be accompanied by a decrease in AQP5 level. However, whether AQP5 deficiency can cause dry eye has not been proved yet.

Circular RNA (circRNA), as a specific and specific non-coding RNA, has a closed circular structure and is more stable than long non-coding RNAs (Jiang et al., 2018). A recent study has shown that circRNA molecules are rich in microRNA (miRNA) binding sites, which play the role of an miRNA sponge in cells, thus relieving the inhibition of miRNA on its target genes and increasing the expression levels of those target genes (Kulcheski et al., 2016). CircRNA might be a biomarker for primary Sjögren’s syndrome, correlating with the primary Sjögren’s syndrome etiology such as has-circRNA-001264, has-circRNA-104121, and has-circRNA-045355 (Su et al., 2019). Meanwhile, miR-146a and miR-155 have also been reported to be related to dry eye (Shi et al., 2014). Therefore, the expression and the clinical significance of circRNA in dry eye need to be studied.

In this study, we used aquaporin 5 knockout (AQP5^–/–^) mice that exhibit dry eye characteristics and performed hematoxylin–eosin staining to determine structural changes in the lacrimal glands of these mice. We found that the lacrimal glands of AQP5^–/–^ mice exhibited abnormal changes compared with those of AQP5^+/+^ mice. The differential expression of circRNA was also found by high-throughput sequencing, and a circRNA–miRNA–mRNA network related to phagosomes was predicted. These data suggest that the lack of AQP5 may cause a differential expression of circRNA, which may, in turn, lead to the development of primary dry eye.

## Materials and Methods

### Animals

Using CRISPR/Cas9 technology, AQP5^–/–^ mice were produced by the high-flux electric transfer of fertilized eggs from Cyagen Biosciences Inc. (Guangzhou, China). We used age-matched AQP5^+/+^ and AQP5^–/–^ mice for our study. All experimental and animal care procedures were followed according to the ARVO Statement for the Use of Animals in Ophthalmic and Vision Research, and the study was approved by the Animal Care and Use Committee of Qingdao University (Qingdao, China). Spontaneous defects of the corneal epithelium were visualized by instilling 0.25% fluorescein sodium and photographing under a slit lamp (66 Vision Tech. Co., Ltd., Suzhou, China).

Tear production was examined using the phenol red thread (Jingming) test as described previously (Stevenson et al., 2014). In brief, the thread was placed on the palpebral conjunctiva of the lower eyelid at one-third of the distance from the lateral canthus for 20 s. The length of the wet portion was measured in millimeters.

### Hematoxylin–Eosin Staining and Transmission Electron Microscopy

AQP5^+/+^ and AQP5^–/–^ mice were sacrificed by cervical dislocation, and the lacrimal glands were removed for further use. The lacrimal glands were fixed in 10% buffered formalin and embedded in paraffin. Paraffin sections (4 μm) were produced using paraffin-embedded tissues. The sections were stained with hematoxylin–eosin and observed under a light microscope (Nikon Eclipse E100, Nikon, Japan). Samples of approximately 1 mm^3^ were dissected from the lacrimal glands and subsequently fixed with electron microscope fixation fluid (Servicebio, G1102), post-fixed with 1% osmic acid in 0.1 mol/L phosphate buffer, dehydrated in a graded series of ethanol, and embedded in embedding agent (SPI, 90529-77-4). The specimens were cut into 60–80 nm sections by using an ultrathin microtome (Leica UC7, Leica). The sections were double-stained with uranium and lead and observed under a transmission electron microscope (HITACHI, HT7700).

### Extraction and Separation of RNA Samples

According to the manufacturer’s instructions (Lu et al., 2018), Trizol (Invitrogen, Carlsbad, CA, United States) was used to extract RNA from the lacrimal glands of both AQP5^+/+^ and AQP5^–/–^ mice, and the optical density (OD_260__/__280_) value was determined by using a NanoDrop ND-2000 instrument (Thermo Fisher Scientific, Waltham, MA, United States) to measure the RNA concentration. RNA integrity was determined by agarose gel electrophoresis.

### High-Throughput Sequencing

High-throughput transcriptome sequencing and bioinformatics analysis were performed using Cloud-Seq Biotech (Shanghai, China). Specifically, total RNA was treated with a Ribo-Zero rRNA Removal kit (Illumina, San Diego, CA, United States) to remove ribosomal RNA (rRNA). An RNA library was constructed according to the manufacturer’s instructions using the purified RNA samples and the TruSeq Stranded Total RNA Library Prep kit (Illumina, San Diego, CA, United States). The BioAnalyzer 2100 system was used for ensuring quality control and library quantification. Then, 10-pM libraries were denatured into single-stranded DNA molecules, captured on Illumina flow cells, amplified *in situ*, and clustered, and finally, 150 cycles of sequencing were performed on the Illumina HiSeq sequencer according to the manufacturer’s instructions (Lu et al., 2018).

### CircRNA Sequencing Analysis

The paired terminal readings were obtained from the Illumina HiSeq 4000 sequencer, and quality control was performed through Q30. High-quality reads were primarily screened by Cutadapt software (version 1.9.3) (Martin, 2011), and after performing 3′ adapter trimming, low-quality reads were removed. We used STAR software (version 2.5.1b) (Dobin et al., 2013) to map and align high-quality reads with the reference genome/transcriptome. Next, we selected some nucleotide sequences from the reads as anchor points and input the results into the DCC software (version 0.4.4) (Cheng et al., 2016) that eventually compared connected and unconnected reads to identify possible circRNAs. We used EdgeR software (version 3.16.5) (Robinson et al., 2010) to normalize the data and analyze the differential expression of the identified circRNAs.

### Analysis of Differential CircRNAs and mRNAs

The differential expression of circRNAs and mRNAs between the AQP5^+/+^ and the AQP5^–/–^ mice groups was calculated using standardized readings. CircRNAs and mRNAs with a fold change of ≥2.0 and a *p* < 0.05 were considered to indicate a differential expression that was statistically significant.

### Validation of Differentially Expressed CircRNAs, miRNAs, and mRNAs

The reliability of high-throughput RNA sequencing was verified by quantitative real-time reverse transcription-polymerase chain reaction (qRT-PCR). Among all the identified differentially expressed circRNAs and miRNAs, nine upregulated circRNAs and six upregulated mRNAs were selected for validation. Glyceraldehyde-3-phosphate dehydrogenase was used as a reference for standardization. Among all the identified differentially expressed miRNAs, four downregulated miRNAs were selected for validation. U6 was used as a reference for standardization. Total RNA was reverse-transcribed into complementary DNA using the PrimeScript RT kit (Perfect Real Time; Takara, Osaka, Japan), and qRT-PCR was performed using the Applied Biosystems 7500 Fast Real-Time PCR system. Three independent experiments were performed on all samples. The expression was determined using a threshold cycle, and the relative expression level was calculated using the 2^–ΔΔCT^ method. The primers used for all the selected circRNAs are specified in Table 1. The primers for all the selected mRNAs are specified in Table 2. The primers used for miRNA reverse transcription are specified in Table 3. The primers for all the selected miRNAs used in qRT-PCR are specified in Table 4.

**TABLE 1:** The primers used in qRT-PCR.

Gene	Primer type	Primer sequence
chr5:147450653-147455188 +	Forward	CTTCGGTGCCCTCAACATCT
	Reverse	GGACTCTGTGAGACTCGCATC
chr6:143180587-143197565 +	Forward	AGGGCTTTGGCAGTGATGTC
	Reverse	TAGCAGGCGATGAGCTTGTT
chr9:3441055-3460131 +	Forward	TGGAATCTGATGAAGAATGGTCC
	Reverse	TGGCCCCCAACTTGTTCTTT
chr2:18284623-18294044-	Forward	TGACTGGCTGGAAAACAGGA
	Reverse	TCTAGCCAGTGCGTCTTCTT
chr5:90298540-90304065-	Forward	CGCTTGTTCTGCTGGGTACT
	Reverse	CAGCAGTGCCTGATAGAAGC
chr19:4342847-4394892-	Forward	GCCACTGCACAAGAAGTGTG
	Reverse	AGAAACCACTCCAGGGATGC
chr10:82492146-82492319-	Forward	CTGATTTTGCAGCCAATACACG
	Reverse	TCATTAGGGTCTGCAGTGGTT
chr14:74807474-74835775-	Forward	AGGACCAGGCAGAAGACTGT
	Reverse	GAGAGGCAGACCACACAGG
chr6:8537817-8582790 +	Forward	TCCCAGGATGGAAGTCCTTG
	Reverse	CCAGAGAAGAGGTTCGCCTT
GAPDH	Forward	AAGGTCATCCCAGAGCTGAA
	Reverse	CTGCTTCACCACCTTCTTGA

**TABLE 2:** The primers used in qRT-PCR.

Gene	Primer type	Primer sequence
5430435G22Rik	Forward	GCTGCATTCCATTCCCTGAG
	Reverse	CCCTAGTGGCCAGTCATCAA
Rilp	Forward	CAGTGAGGATGAGGATGGCT
	Reverse	TCACCCCGATACCATAAGCC
Thbs1	Forward	TCTTCCTGGCTTCCTTGAGG
	Reverse	CTGGCCAGTGTTGTCTTTCC
Ncf1	Forward	GAAGACAAAGCGAGGTTGGG
	Reverse	TTCACCTGCGTAGTTGGGAT
Msr1	Forward	GAAAAGGGAGACAGAGGGCT
	Reverse	CCAGGGAAGCCAATTTGTCC
Tubb6	Forward	CAGCAGACCAGGGAGATCTC
	Reverse	AACTCTGATGGGGTGGGAAG
GAPDH	Forward	AAGGTCATCCCAGAGCTGAA
	Reverse	CTGCTTCACCACCTTCTTGA

**TABLE 3:** The RT primers of miRNA used in reverse transcription.

Gene	Primer sequence
miR-135b-5p	GTCGTATCCAGTGCGTGTCGTGGAGTCGG CAATTGCACTGGATACGACTCACAT
miR-320-3p	GTCGTATCCAGTGCGTGTCGTGGAGTCGG CAATTGCACTGGATACGACTCGCCC
miR-135a-5p	GTCGTATCCAGTGCGTGTCGTGGAGTCG GCAATTGCACTGGATACGACTCACAT
miR-8104	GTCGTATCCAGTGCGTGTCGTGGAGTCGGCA ATTGCACTGGATACGACCGCTGC
miR-1950	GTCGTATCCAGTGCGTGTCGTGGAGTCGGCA ATTGCACTGGATACGACTGACCA
miR-3473f	GTCGTATCCAGTGCGTGTCGTGGAGTCGGC AATTGCACTGGATACGACCATCTC
miR-125a-3p	GTCGTATCCAGTGCGTGTCGTGGAGTCG GCAATTGCACTGGATACGACGGCTCC
U6	AACGCTTCACGAATTTGCGT

**TABLE 4:** The primers used in qRT-PCR.

Gene	Primer type	Primer sequence
miR-135b-5p	Forward	GGGTATGGCTTTTCATTCCT
	Reverse	CAGTGCGTGTCGTGGAGT
miR-320-3p	Forward	GGGAAAAGCTGGGTTGAGA
	Reverse	CAGTGCGTGTCGTGGAGT
miR-135a-5p	Forward	GGGTATGGCTTTTTATTCCT
	Reverse	CAGTGCGTGTCGTGGAGT
miR-8104	Forward	GGGCAGGATGAGGTGGAGT
	Reverse	CAGTGCGTGTCGTGGAGT
miR-1950	Forward	GGGTCTGCATCTAAGGATA
	Reverse	CAGTGCGTGTCGTGGAGT
miR-3473f	Forward	GGGCAAATAGGACTGGA
	Reverse	CAGTGCGTGTCGTGGAGT
miR-125a-3p	Forward	GGGACAGGTGAGGTTCTTG
	Reverse	CAGTGCGTGTCGTGGAGT
U6	Forward	CTCGCTTCGGCAGCACA
	Reverse	AACGCTTCACGAATTTGCGT

### GO and KEGG Pathway Analyses

GO and KEGG were used to analyze genes related to differentially expressed circRNAs and mRNAs. GO analysis is divided into three aspects: molecular function, biological process, and cell composition. We ranked the top 10 enriched GO terms according to the *p*-value. KEGG pathway analysis was used to analyze the possible biological functions of differentially expressed circRNA and mRNA.

### Analysis of the CircRNA–miRNA–mRNA Network and Related Prediction

The miRNA binding sites and target mRNAs were predicted using proprietary software based on TargetScan (version 7.0) and MiRanda (version 3.3a). Based on the prediction results, we used the Cycloscape software (version 3.1.0) to construct a network map of circRNA–miRNA–mRNA.

### RNA Immunoprecipitation–qPCR

RNA immunoprecipitation (RIP) analysis was performed using the EZ-Magna RIP RNA binding protein immunoprecipitation kit (Millipore, Billerica, MA, United States) and the RIP protocol. The lacrimal glands of AQP5^+/+^ mice were cleaved and incubated with RIP buffer containing magnetic beads of anti-AGO2 antibody and immunoglobulin G (IgG, Abcam) as a negative control. To analyze the enrichment of circRNAs and mRNAs, qRT-PCR was performed to analyze the extracted RNA. The primers used for all the selected circRNAs and mRNAs are specified in Tables 1, 2.

### Data Analysis

The results were expressed as mean ± standard deviation (*SD*). All the experimental data were analyzed by GraphPad Prism 7.0 (GraphPad Software Inc., La Jolla, CA, United States). A *p* < 0.05 was considered as statistically significant. The data are representative of at least three experiments.

## Results

### Dry-Eye-Like Characteristics Found in AQP5^–/–^ Mice

In the course of our routine breeding of AQP5^–/–^ mice, we found that these mice exhibited spontaneous dry eye symptoms. Under a slit lamp, a spontaneous punctate epithelial defect in the cornea of these mice could be observed (Figure 1A). Then, we used a phenol red cotton thread to measure tears in AQP5^–/–^ mice by using AQP5^+/+^ mice as control. The tear volume of AQP5^–/–^ mice was significantly lesser than that of AQP5^+/+^ mice (Figure 1B). However, there was no difference between the tear volume produced by male and female AQP5^–/–^ mice (Figure 1C).

**FIGURE 1:**
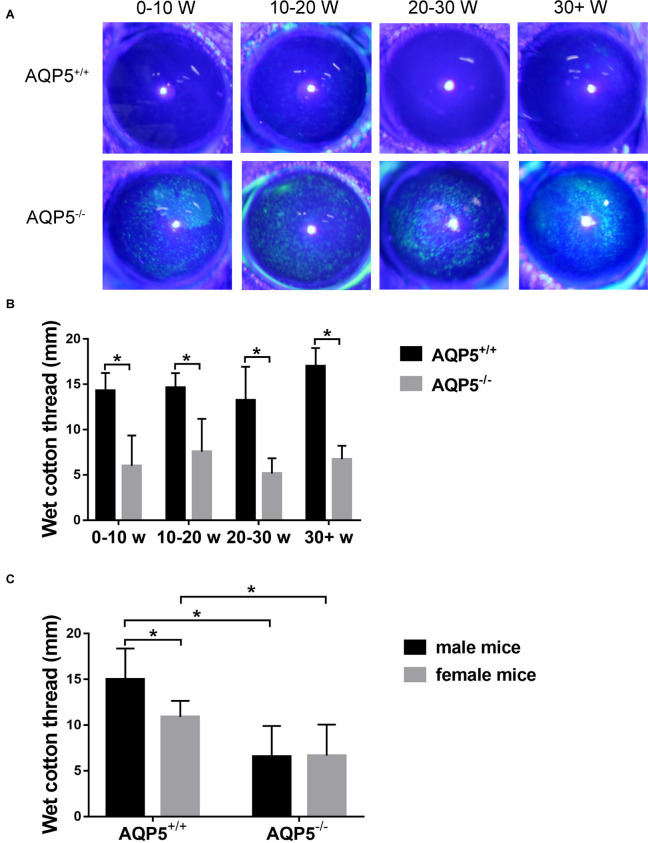
Effect of AQP5 knockout on the tear secretion of mice. **(A)** The results of sodium fluorescein staining in the cornea of AQP5^+/+^ mice and AQP5^–/–^ mice at different ages. The staining point was a corneal defect. **(B,C)** The lacrimal secretion of AQP5^+/+^ mice and AQP5^–/–^ mice was measured using the phenol red cotton thread method. The wet length of phenol red cotton thread in mice of different ages **(B)** and genders **(C)**. The data are expressed as mean ± *SD* (*n* = 14 per group). *p < 0.05.

### AQP5 Deficiency Changed the Structure of Epithelial Cells in Lacrimal Glands

Hematoxylin–eosin staining revealed that there were more vacuoles in the epithelial cells of the lacrimal glands of AQP5^–/–^ mice than in those of AQP5^+/+^ mice, and the arrangement of the acini was disordered in AQP5^–/–^ mice than in AQP5^+/+^ mice (Figure 2A). The specific observations in AQP5^–/–^ mice were as follows: the number of acini decreased (Figure 2BI), the area of single acinus increased (Figure 2BII), and the number of epithelial cells decreased (Figure 2BIII), and at the same time, the number and the proportion of vacuoles in lacrimal gland epithelial cells per unit area increased significantly (Figures 2BIV,V).

**FIGURE 2:**
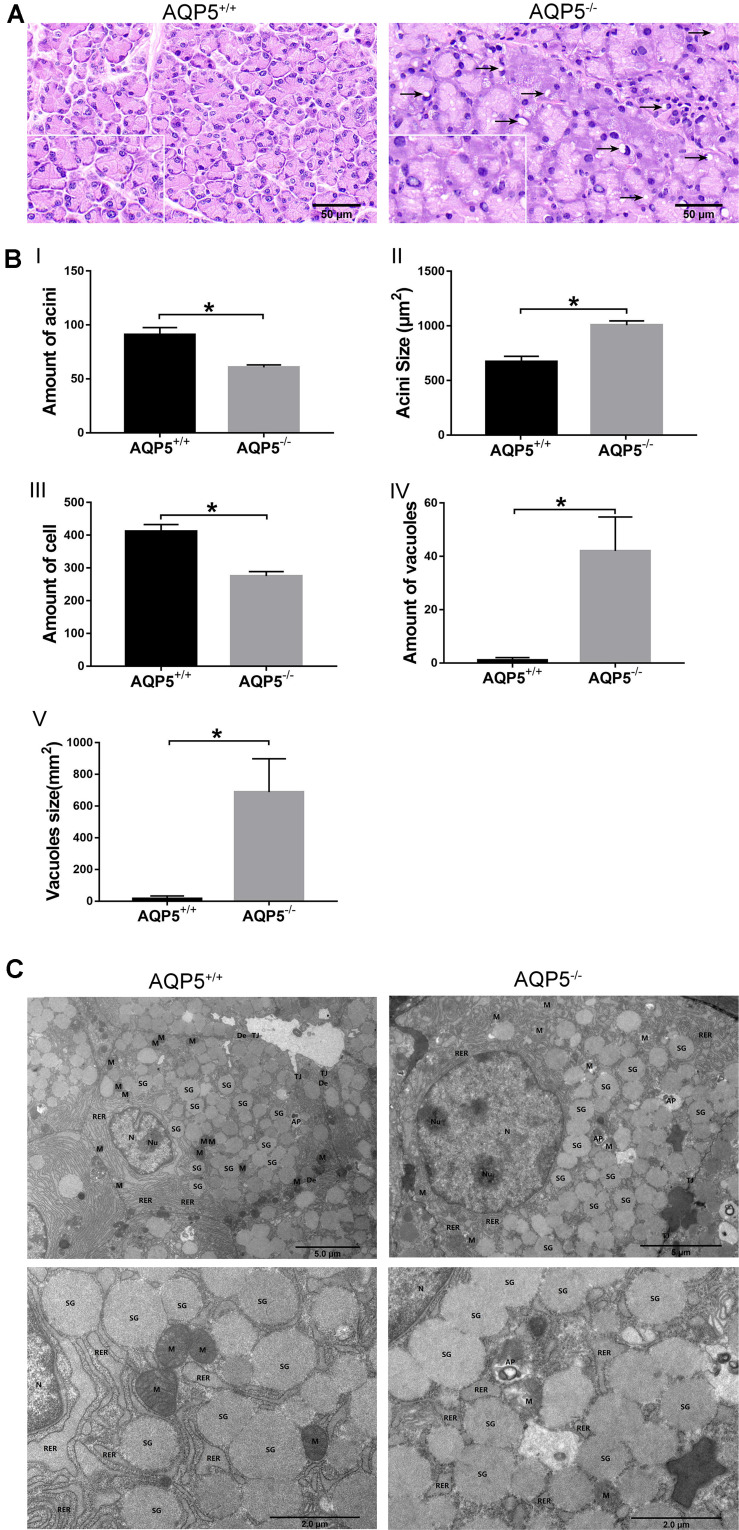
Structural changes of lacrimal glands in AQP5^–/–^ mice compared to AQP5^+/+^ mice. **(A)** Hematoxylin–eosin staining of lacrimal glands from AQP5^+/+^ mice and AQP5^–/–^ mice. Arrows indicate vacuoles inside the cytoplasm of AQP5^–/–^ acinar cells. **(B)** The number (I) and the area of single acini (II) in the unit area, the number of lacrimal gland epithelial cells in the unit area (III), and the number (IV) and area of vacuoles (V) in the unit area were compared between AQP5^–/–^ and AQP5^+/+^mice. The data are expressed as mean ± *SD* (*n* = 6 per group). *p < 0.05. **(C)** Transmission electron microscopy of lacrimal glands from AQP5^+/+^ mice and AQP5^–/–^ mice. N, nuclei; Nu, nucleolus; M, mitochondrion; RER, rough endoplasmic reticulum; SG, secretory granule; TJ, tight junction; DE, desmosome; AP, autophagosome; triangles, intercellular space.

To further study the structural changes in the epithelial cells of lacrimal glands, the lacrimal glands of both groups of mice were subjected to electron microscopy analysis. The results showed that compared with the epithelial cells of AQP5^+/+^ mice, those of AQP5^–/–^ mice were seriously damaged, the mitochondria were swollen and enlarged, a large number of mitochondrial cristae had disappeared, the membrane had disintegrated, some secretory granules were dissolved, the secretory granules were fused, the levels of autophagy bodies increased, the cell gap was enlarged, and the endoplasmic reticulum around the cell membrane had expanded (Figure 2C).

### Overview of CircRNA Expression in Lacrimal Glands

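Lacrimal gland RNA from 3 AQP5+/+ and 3 AQP5-/- libraries was sequenced after removal of ribosomal RNA. The sample labels give C57BL/6 mice aged 6 months. The sources used here do not say whether each library came from a separate animal, nor the sex of the animals, so the p-values measure the spread between these libraries. A circRNA is a closed RNA loop made when a splice donor is joined to a splice acceptor upstream of it, and only reads across this back-splice junction distinguish it from the linear transcript of its host gene. The authors trimmed the reads with cutadapt, aligned them to the mm10 mouse genome with STAR, identified circRNAs with DCC, and deposited the number of junction reads of every circRNA in every library. For library preparation the paper names the Ribo-Zero and TruSeq kits, and the sample labels name NEBNext kits. The 6 libraries held 14332 junction reads together. In the AQP5+/+ libraries 914, 709 and 766 circRNAs were detected, and in the AQP5-/- libraries 751, 649 and 842. The highest count of a circRNA in any library was 48 reads. The 552 circRNAs with a read in at least 3 of the 6 libraries were compared between the genotypes with edgeR's quasi-likelihood test after TMM scaling (factors from 0.894 to 1.11), and they held between 56.0% and 65.9% of each library's junction reads. A circRNA was counted as past the paper's threshold at a fold change of at least 2 and an unadjusted p under 0.05, and a second count used p adjusted by Benjamini-Hochberg. Intervals and floors given for single circRNAs cover counting error only.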

To study the effect of AQP5 deficiency on lacrimal gland performance, we obtained lacrimal glands from AQP5^–/–^ and AQP5^+/+^ mice and sequenced their RNA with high throughput to determine the expression profile of circRNA in the glands. 

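The circRNAs of these lacrimal glands came from 1576 host genes, 490 of which gave more than 1 circRNA. By the annotation in the deposited table, 480 circRNAs were listed in circBase, a public catalogue of circRNAs, 1123 in an earlier published list, 1 in another, and 937 (36.9% of 2541) in none of them. The circRNA of Pan3, a subunit of the deadenylase that shortens poly(A) tails, is mmu_circ_0001431 of circBase. The circRNAs of Gm1553 (chr10:82492146-82492319), Lrch1 (chr14:74807474-74835775) and Glcci1 (chr6:8537817-8582790) were among those in no list. Most circRNAs were seen rarely: 1603 (63.1%) had reads in 1 library, 386 in 2 libraries and 552 in at least 3, and 100 were found in all 6 libraries. None had a highest library of 1 read, and 1059 had 2 reads in all. Those in no earlier list were supported by fewer reads, with 48 of 937 (5.12%) present in at least 3 libraries and 20 with 10 reads or more. Of the 1604 circRNAs in earlier lists, 504 (31.4%) were present in at least 3 libraries and 242 had 10 reads or more. The 937 held 3038 of the 14332 junction reads (21.2%).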

A total of 2,541 circRNAs were identified in the lacrimal glands of the two groups, 937 of which have not been reported before (Figure 3A).

**FIGURE 3:**
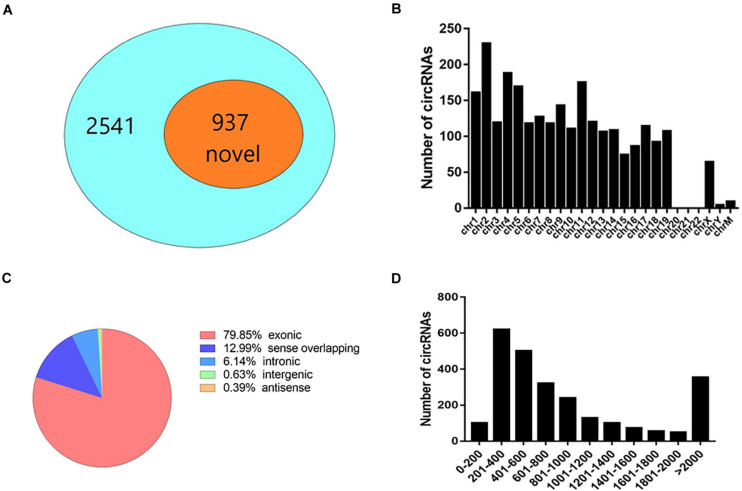
Expression pattern of circRNA in the lacrimal glands of C57BL/6 mice. **(A)** The proportion of newly discovered circRNA in all identified circRNA. **(B)** Distribution of circRNA on chromosomes. **(C)** The genomic origin of detected circRNA. **(D)** The length distribution of exonic circRNA.

Most circRNAs were located on chromosomes 1–19 (Figure 3B). 

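The autosomes carried 2464 of the 2541 circRNAs (97.0%) and 14038 junction reads. Chromosome 2 gave 229 circRNAs, chromosome 4 gave 188 and chromosome 11 gave 175. Set against the protein-coding genes of a RefSeq gene annotation, chromosome 18 gave 18.0 circRNAs per 100 genes and chromosome 12 gave 17.7, while chromosome 7 gave 6.26. The X chromosome carried 64 circRNAs, or 6.63 per 100 genes. On the Y chromosome lay 4 circRNAs with 9 reads in all, from Uty and Ddx3y, Y-linked genes with a related copy on the X. Their reads came from AQP5+/+ replicate 2 and AQP5-/- replicates 1 and 3. The mitochondrial genome, which has no introns, accounted for 9 circRNAs and 21 reads. These shares describe the detected circRNAs and carry no test.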

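Annotated exons made up most of these circRNAs. The circRNAs of Pan3 (260 nt), of Dnajc1, an endoplasmic reticulum co-chaperone (255 nt), and of Unc13b, a protein that primes secretory vesicles (504 nt), were exonic. Exonic circRNAs numbered 2029 of 2541 (79.9%) and held 88.1% of the junction reads. Sense overlapping circRNAs numbered 330, intronic ones 156, intergenic ones 16 and antisense ones 10. The exonic share of reads was 89.0% ± 1.58 (SD, n = 3) in AQP5+/+ and 87.2% ± 1.39 (SD, n = 3) in AQP5-/- libraries, and the libraries of the genotypes overlapped. Of the 552 circRNAs that entered the comparison of the genotypes, 516 were exonic.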

There was a variety of catalogs of circRNAs, and most of them were exonic circRNAs (Figure 3C). The size of these circRNAs ranged from 82 nucleotides (nt) to more than 10,000 nt (Figure 3D). The overall average length was 2,824 nt.

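Predicted lengths ran from 82 to 97415 nt, with a median of 626 nt and a mean of 2824 nt. Exonic circRNAs were shorter, with a median of 577 nt, a mean of 806 nt and a longest member of 7206 nt. Sense overlapping circRNAs had a median of 4650.5 nt. Of all circRNAs, 1781 (70.1%) were at most 1000 nt long, and 153 (6.02%) exceeded 10000 nt, none of them exonic. Weighted by junction reads, the median was 630 nt and the mean 2246 nt. The circRNA of Gm1553 was predicted at 174 nt, that of Etnk1, an ethanolamine kinase of phospholipid synthesis, at 789 nt, and that of Kdm2a, a histone demethylase, at 1538 nt. The lengths are the authors' predictions from the annotation between the junction ends, and the sequence inside a loop was not measured by the junction reads.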

### Differential Expression of CircRNAs in the Lacrimal Glands of AQP5^–/–^ and AQP5^+/+^ Mice

Among the 2,541 identified circRNAs, 920 could only be detected in AQP5^+/+^ mice, 948 could only be detected in AQP5^–/–^ mice, and 673 could be detected in both types of mice (Figure 4A). 

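The circRNAs with the most reads in 1 genotype and no read in the other were those of Dnajc1 (0, 0 and 0 reads in the AQP5+/+ libraries and 2, 8 and 4 in the AQP5-/- libraries) and of Etnk1 (0, 0 and 0 against 4, 3 and 6). In the opposite direction stood those of Cacna1b, the pore subunit of an N-type calcium channel (7, 1 and 5 against 0, 0 and 0), and of Rras2, a small GTPase (3, 7 and 3 against 0, 0 and 0). With 1 junction read in any library of a genotype taken as detection, 859 circRNAs were found in AQP5+/+ libraries only, 920 in AQP5-/- libraries only and 762 in both. Of the 1779 found in 1 genotype only, 1603 (90.1%) had reads in 1 library. Reads in all 3 libraries of a genotype and none in the other were seen for 27 AQP5+/+ circRNAs and 8 AQP5-/- circRNAs. Requiring reads in 2 libraries of a genotype left 282 AQP5+/+ only, 155 AQP5-/- only and 256 in both, and requiring 2 reads in the genotype gave 986, 1072 and 483. Without AQP5-/- replicate 3 the AQP5-/- only count was 608. A circRNA with no read in a genotype was not detectable at this depth, which does not show that it is absent.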

Thirty circRNAs were differentially expressed in AQP5^–/–^ mice compared to AQP5^+/+^ mice, wherein nine of them were upregulated, while 21 were downregulated. 

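The 9 circRNAs that Table 1 lists as upregulated had more junction reads in AQP5-/- libraries. The exonic circRNA of Pan3 (chr5:147450653-147455188) had 5, 2 and 0 reads in the AQP5+/+ and 11, 10 and 8 in the AQP5-/- libraries, a log2 fold change of 2.11 (standard error 0.836, adjusted p = 0.442 from edgeR's quasi-likelihood test). With no AQP5+/+ read at all, and against a floor of 3 reads over the group, the circRNA of Etnk1 (chr6:143180587-143197565) was at least 4.54-fold higher, that of Dnajc1 (chr2:18284623-18294044) at least 4.89-fold, that of Kdm2a (chr19:4342847-4394892) at least 4.19-fold and that of Ankrd17 (chr5:90298540-90304065) at least 2.79-fold. The circRNA of Cwf19l2 (chr9:3441055-3460131), a gene of RNA processing, had 1, 1 and 0 reads against 18, 2 and 3 (95% counting interval of the ratio 2.98 to 105), and without AQP5-/- replicate 1 its log2 fold change of 1.80 was no longer past the threshold. The same held for Pan3 without AQP5+/+ replicate 3 (1.59), for Lrch1 without AQP5+/+ replicate 1 (1.87), AQP5+/+ replicate 3 (1.98) or AQP5-/- replicate 3 (1.86), and for Ankrd17 without any 1 AQP5+/+ library (4.46 to 4.54), with exactTest and with DESeq2. Without AQP5+/+ replicate 3, 6 of the 9 passed. The ratio was 8.03 (2.43 to 41.8) for Gm1553, 16.8 (2.60 to 703) for Glcci1 and 6.29 (2.16 to 24.9) for Lrch1. All 9 passed the paper's threshold, 8 of them with no overlap between the genotypes, and their adjusted p ran from 0.334 to 0.514. Of the 21 lower circRNAs of Figure 4B, 18 entered the test and all 18 passed the same threshold, 7 of them without AQP5+/+ replicate 1, and 11 of the 21 had no read in AQP5-/- libraries. The circRNA of Unc13b, mmu_circ_0001193, had 29, 15 and 36 reads in AQP5+/+ and 9, 3 and 6 in AQP5-/- libraries, a log2 fold change of -2.08 (standard error 0.541, adjusted p = 0.0602 from the same edgeR test, the smallest of all). That of Nfix, a transcription factor, mmu_circ_0001704, had 48, 10 and 43 reads against 19, 7 and 9 (log2 fold change -1.43), with AQP5+/+ replicate 2 inside the AQP5-/- range, and its log2 fold change was 0.17 with a term for libraries that hold Y-linked transcripts, chosen after the data were seen, which leaves AQP5+/+ replicate 2 alone against the AQP5-/- libraries. The circRNAs of Cacna1b and of Rras2, mmu_circ_0001614, were each at least 4.14-fold lower. Over the 552 circRNAs tested, 13 were higher and 37 lower in AQP5-/- libraries at the paper's threshold. At an adjusted p under 0.05 there were 0 with the quasi-likelihood test, edgeR's exactTest and DESeq2, against 50 at an unadjusted p under 0.05; exactTest put 22 and DESeq2 24 past the paper's threshold. Without AQP5+/+ replicate 2, 1 circRNA reached an adjusted p under 0.05. Groups did not overlap for 43 of the 50, and for 55 of all 552 (9.96%), against 40 (7.25%) on average over all splits of the 6 libraries into 3 and 3, ties included, and 30 to 50 under the other splits. The count of lower circRNAs was 9 without AQP5+/+ replicate 1, 24 without AQP5+/+ replicate 3 and 20 without AQP5-/- replicate 1 or 2, and that of higher ones was 8 without AQP5+/+ replicate 3. A call lost or kept with the term for Y-linked transcripts says little, since AQP5+/+ replicate 2 then stands alone against the AQP5-/- libraries. None of the 9 of Table 1 changed sign with it. Their lowest log2 fold change over all settings run was between 0.91 (Lrch1) and 4.59 (Dnajc1). From these differences the paper takes the 9 upregulated circRNAs on to qRT-PCR and to a regulatory network, and it proposes that loss of AQP5 may alter circRNA expression and that this may contribute to dry eye.

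**Figure D1:**
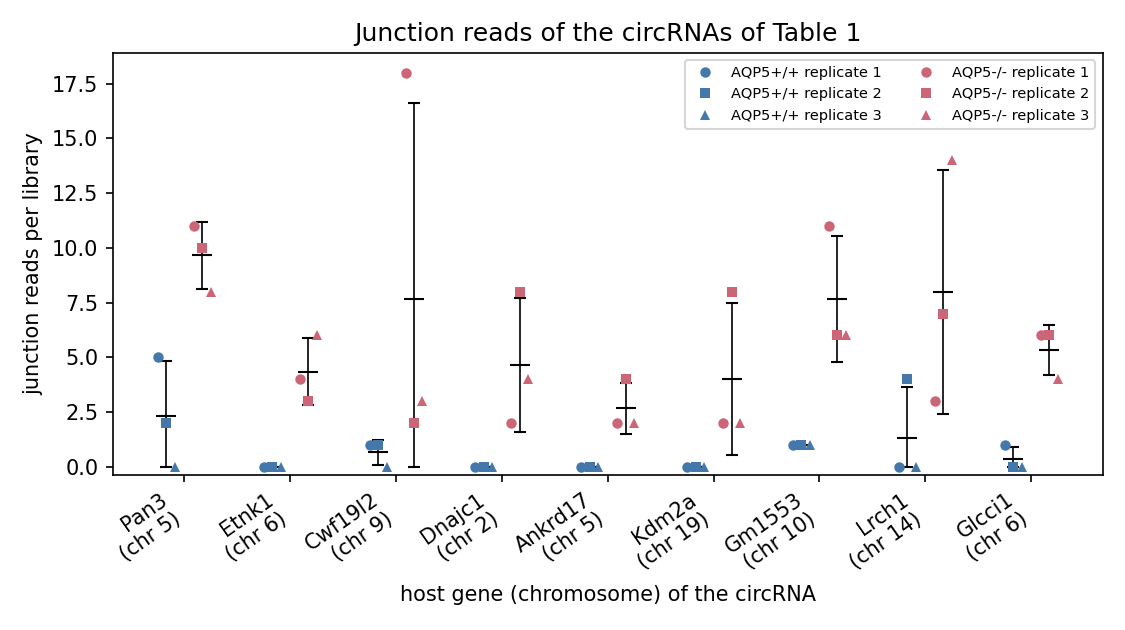
Junction reads per library (y axis) of the 9 circRNAs of Table 1, named by host gene and chromosome (x axis), for 3 AQP5+/+ libraries (blue) and 3 AQP5-/- libraries (red); circles, squares and triangles are replicates 1, 2 and 3, black marks the mean and bars 1 SD, drawn down to 0 at most. The Pan3 circRNA has 8 to 11 reads in AQP5-/- libraries and 0 to 5 in AQP5+/+ libraries, and for Lrch1 the genotypes overlap.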

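AQP5+/+ libraries resembled each other more than they resembled AQP5-/- libraries, and AQP5-/- libraries did not resemble each other more. Pairs of AQP5+/+ libraries correlated at 0.414 to 0.526 and pairs of AQP5-/- libraries at 0.326 to 0.367. Over the 552 circRNAs tested, the correlation of log2 values between libraries was on average 0.409 ± 0.0727 (SD over pairs) within a genotype and 0.355 ± 0.0367 between genotypes. The first principal component (26.3% of the variance) placed the AQP5+/+ libraries at -9.87, -3.69 and -11.7 and the AQP5-/- libraries at 5.22, 18.5 and 1.61. Hierarchical clustering on the same values joined AQP5+/+ replicates 1 and 3 first and separated AQP5-/- replicate 2 from the other 5 libraries. Restricted to the 50 circRNAs past the paper's threshold, among them those of Unc13b, Nfix, Etnk1 and Dnajc1, the correlation was 0.765 within and 0.0198 between genotypes, and the tree divided the libraries by genotype. These 50 were chosen for their difference between the same libraries, so the second tree is not independent evidence of that division.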

Hierarchical clustering showed a distinguishable circRNA expression profile between AQP5^–/–^ and AQP5^+/+^ mice (Figure 4B).

**FIGURE 4:**
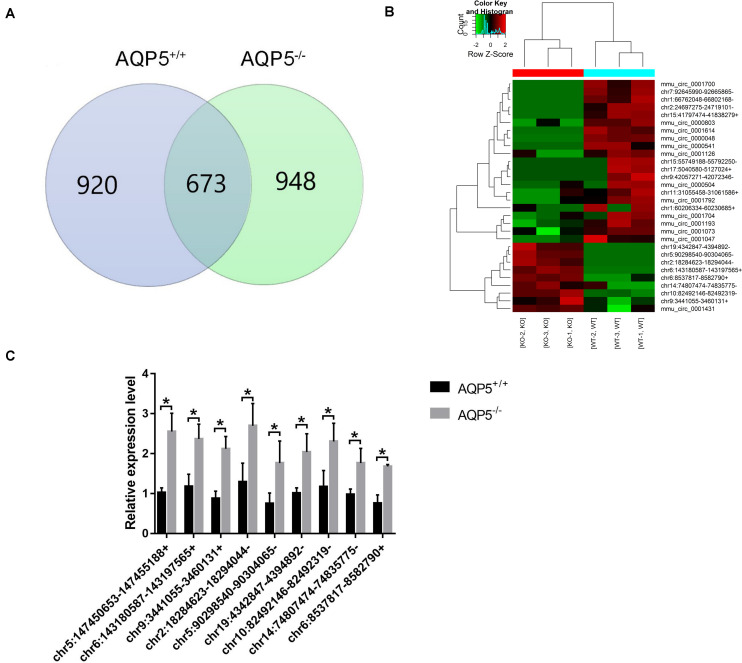
Identification of differential expression circRNA after AQP5 knockout. **(A)** Venn diagram of differentially expressed circRNA; 673 circRNAs were detected in both mice. **(B)** Clustering graph. Hierarchical clustering displayed the circRNA expression profile of AQP5^+/+^ mice (*n* = 3) vs. AQP5^+/+^ mice (*n* = 3). **(C)** The expression of nine upregulated circRNAs in AQP5^+/+^ and AQP5^+/+^ mice was detected by real-time fluorescence quantitative PCR. *p < 0.05.

To verify the high-throughput sequencing results, quantitative real-time polymerase chain reaction was performed for the nine upregulated circRNAs. The relative expression level of the nine circRNAs was consistent with that determined by high-throughput sequencing (Figure 4C).

### Function of Differentially Expressed CircRNAs in the Lacrimal Glands of AQP5^–/–^ and AQP5^+/+^ Mice

To preferably understand the biological function of the differentially expressed circRNAs present in the lacrimal glands of AQP5^–/–^ mice, we performed Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analyses. The GO terms mainly covered three areas: biological processes, cellular components, and molecular functions. We found that the most abundant GO terms in the upregulated circRNAs were RNA phosphodiester in the endoplasmic reticulum, cell surface furrow, and ribonuclease activity. 

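Pan3, which encodes a subunit of the poly(A)-specific ribonuclease complex, was the one host gene of the 9 upregulated circRNAs whose annotation in the deposited tables names a ribonuclease activity. Dnajc1 was the one with the endoplasmic reticulum among its cell components. Etnk1, Ankrd17, Kdm2a, Cwf19l2, Gm1553, Lrch1 and Glcci1 carried neither term, and 4 of the 9 host genes were annotated to the nucleus. For a test, the 13 host genes of the circRNAs higher in AQP5-/- libraries were set against the 402 host genes of tested circRNAs that the mRNA table lists. Poly(A)-specific ribonuclease activity was carried by 1 of the 13 and by 3 of the 402 (0.0970 expected, p = 0.0941 before and 1 after adjustment, one-sided exact hypergeometric test). The terms are those given directly for each gene, without the parent terms of the ontology.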

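Dnajc1, a co-chaperone that recruits the chaperone BiP at the endoplasmic reticulum membrane, was the one host gene among 9 annotated to protein processing in the endoplasmic reticulum, and 3 of the 9 had any pathway annotation. Its mRNA value did not differ between the genotypes beyond the spread of the libraries (log2 fold change 0.03, standard error 0.134, adjusted p = 0.933 from limma). This value is per gene and may include reads from exons inside the circle. Among the host genes of the 13 higher circRNAs, the pathway was carried by 1, where 0.259 were expected from the 8 among 402 background host genes (p = 0.233 before and 1 after adjustment, one-sided exact hypergeometric test). Canx, the lectin chaperone calnexin of the same pathway, hosted a circRNA among the 37 lower ones. That circRNA had 2, 1 and 1 reads in the AQP5+/+ and 0, 0 and 0 in the AQP5-/- libraries. The counting interval of its ratio reached 1.59 and so includes no change.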

According to the KEGG analysis, the pathway related to the upregulation of circRNAs was protein processing in the endoplasmic reticulum (Figure 5A).

**FIGURE 5:**
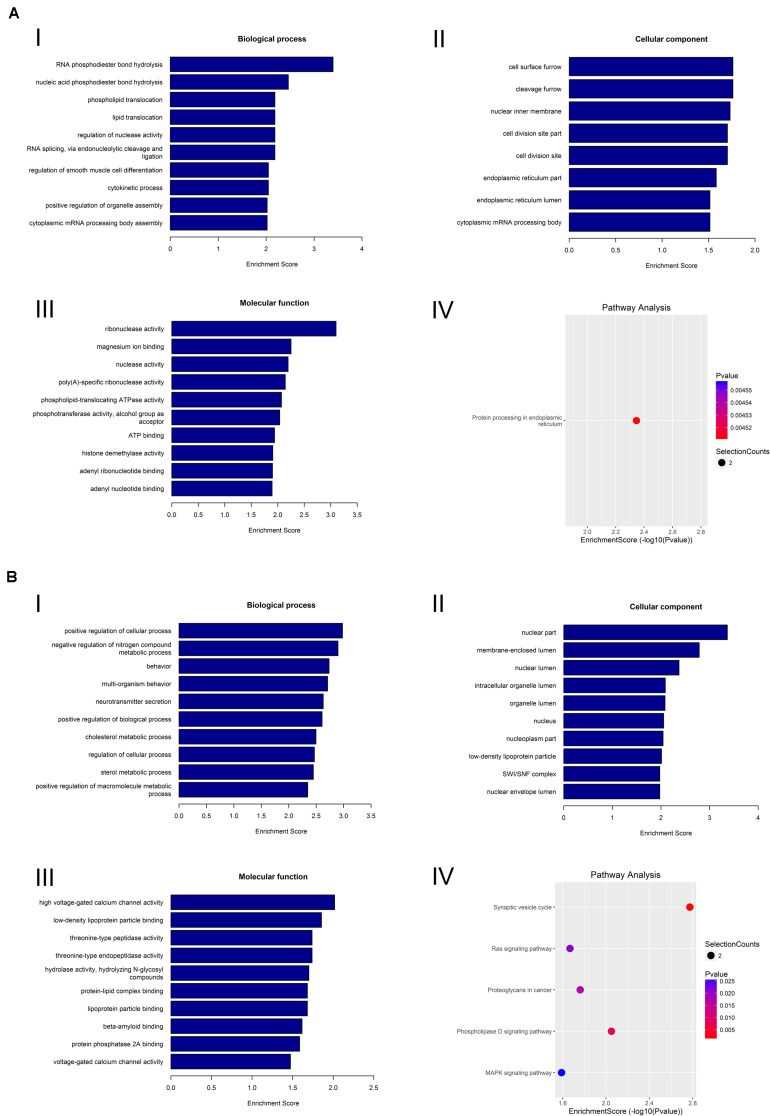
GO analysis and KEGG analysis of circRNA. **(A)** GO analysis and KEGG analysis of upregulated circRNA. GO analysis identified (I) molecular functions, (II) biological processes, and (III) cellular components. (IV) Relevant pathways were identified for upregulated circRNA. **(B)** GO analysis and KEGG pathway analysis of downregulated circRNA. GO analysis identified (I) molecular functions, (II) biological processes, and (III) cellular components. (IV) Relevant pathways were identified for downregulated circRNA.

In the downregulated circRNAs, the most abundant GO terms were positive regulation of cellular process, nuclear part, and high-voltage-gated calcium channel activity. 

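Cacna1b, whose protein forms the pore of a high-voltage-gated calcium channel, was the one host gene of the 20 behind the 21 lower circRNAs that was annotated to this activity. A nuclear annotation was carried by 10 of the 20 host genes, Nfix among them. Of 48 host genes of all circRNAs past the threshold, 47 could be tested at the mRNA level and 0 passed it with limma, 9 had an unadjusted p under 0.05, and DESeq2 put 1 and edgeR on estimated fragments 2 past it. Without AQP5+/+ replicate 2 the limma count was 2, and without AQP5-/- replicate 1 it was 1. Unc13b mRNA had a log2 fold change of -0.60 (standard error 0.235) and Nfix mRNA one of -0.79 (standard error 0.242), neither past the threshold. Gm1553 mRNA had one of -5.85 (standard error 4.19, also not past it), opposite to its higher circRNA, and was listed at 96156.2 FPKM in AQP5+/+ replicate 3 and at 0 in the other 5 libraries. The circRNA and the mRNA had the same sign for 33 of the 47, where 27.1 follow from the 67.0% of all genes below 0, and for 33 with median centring, TMM factors or DESeq2 (at most 23.4 follow) and 35 with quantile normalization (24.3). The mRNA values are per gene, so reads from exons inside a circle may count in them. The median log2 fold change of the mRNA was -0.30 for hosts of lower circRNAs, -0.13 for hosts of higher ones and -0.12 for all genes, and -0.16, 0.01 and 0.01 with median centring.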

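Cacna1b and Unc13b were the 2 host genes annotated to the synaptic vesicle cycle among the 35 host genes of lower circRNAs that the mRNA table lists (of 36, Adgre1 being absent), out of 4 such genes in a background of 402 (0.348 expected, p = 0.0396 before and 1 after adjustment, one-sided exact hypergeometric test). Cacna1b encodes the calcium channel that triggers vesicle release at synapses, and Unc13b prepares vesicles for fusion in neurons and gland cells. Calcium signaling was carried by 2 of the 35, Cacna1b and Phkb, a subunit of phosphorylase kinase, out of 3 in the background (p = 0.0209 before and 1 after adjustment, same exact test). The circRNA of Phkb had 1, 3 and 1 reads in the AQP5+/+ and 0, 0 and 0 in the AQP5-/- libraries. The counting interval of its ratio reached 1.14 and so includes no change. A pathway annotation was present for 8 of the 20 host genes of the circRNAs in Figure 4B.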

The most relevant pathway of these circRNAs was the synaptic vesicle cycle (Figure 5B).

### Differential Expression of mRNAs in the Lacrimal Glands of AQP5^–/–^ and AQP5^+/+^ Mice

By high-throughput analysis, 15,243 messenger RNAs (mRNAs) were detected in the lacrimal glands of both AQP5^–/–^ and AQP5^+/+^ mice. Among these mRNAs, 549 could only be detected in AQP5^+/+^ mice, 325 could only be detected in AQP5^–/–^ mice, and 14,369 could be detected in both types of mice (Figure 6A). 

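Expression of protein-coding genes was measured in the same 6 libraries. The authors deposited FPKM and scaled estimated counts for 22564 genes of mm10, and their processing notes name HISAT2, Cufflinks and Cuffdiff, which the paper's text does not describe. Division of the scaled counts by the smallest step of each library gave values within 0.05 of a whole number for 91.2% of them, and estimated totals of 11293172, 12396099 and 11244579 fragments in AQP5+/+ and 12803834, 11713101 and 13723134 in AQP5-/- libraries. Genes were compared with limma on log2(FPKM + 0.5), a scale that understates the change of weakly expressed genes, for the 11772 genes with a mean FPKM of at least 0.5. The 10 most abundant genes took 41.3% to 72.4% of the FPKM of a library. Gapdh, a glycolytic enzyme of every cell, was listed at 0.542 to 1.23 FPKM against 254 to 337 for Actb, so a value of 0 or near 0 in this table can be a failed estimate. The Y-linked Ddx3y, an RNA helicase, stood at 0.0952 and 0.124 FPKM in AQP5+/+ replicates 1 and 3, at 11.4 in AQP5+/+ replicate 2, and at 13.7, 11.8 and 10.9 in the AQP5-/- libraries. Skeletal muscle markers had a mean log2 value of 2.84 in AQP5+/+ replicate 2 and of -0.39 to 0.03 in the other 5 libraries. Salivary gland markers had a mean log2 value of 7.73 in AQP5-/- replicate 1, 4.47 in AQP5+/+ replicate 2 and 0.58 to 1.12 in the others. The median log2 fold change of all tested genes was -0.12, and centring each library on its median moved it by 0.14 and TMM factors by 0.13.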

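Most genes found in a single genotype were close to the limit of detection. An exception was Spt1, a salivary secreted protein, which was listed at 0 in all 3 AQP5+/+ libraries and at 88893.5, 72882.2 and 85287.2 FPKM in the AQP5-/- libraries. BC051019 was listed at 2.77, 0.0674 and 14.3 FPKM in the AQP5+/+ libraries and at 0 in the AQP5-/- libraries, and Hs3st6, a heparan sulfate sulfotransferase, at 1.42, 0.0470 and 0.966 against 0. Above 0 in at least 1 library of a genotype, 722 genes were found in AQP5+/+ libraries only, 473 in AQP5-/- libraries only and 15254 in both. Of these, 513 AQP5+/+ genes (71.1%) and 364 AQP5-/- genes (77.0%) were above 0 in 1 library, and the median of the highest FPKM was 0.0606 and 0.0636. Values in all 3 libraries of a genotype and none in the other were listed for 49 AQP5+/+ and 17 AQP5-/- genes. Above 0 in at least 2 libraries of a genotype, a form chosen after the data were seen, the counts were 568, 343 and 14336, 15247 in all, and at an FPKM of at least 1 they were 494, 386 and 10736. Without AQP5+/+ replicate 2 the AQP5-/- only count was 719, and without AQP5-/- replicate 1 it was 316.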

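Aqp5, the water channel of the acinar cell surface (chromosome 15, 99590849 to 99594829), stood at 128 ± 34.5 FPKM (SD, n = 3) in AQP5+/+ and at 0.241 ± 0.118 FPKM (SD, n = 3) in AQP5-/- libraries, a log2 fold change of -7.41 (standard error 0.233, adjusted p = 8.62e-06 from limma). All 6 libraries matched their genotype labels by this gene. Apart from Spt1, the higher genes with the smallest p included Msln, an adhesion protein of serosal epithelia (0.390 ± 0.0331 against 2.30 ± 0.414 FPKM, SD, n = 3), Cldn2, a pore-forming claudin (log2 fold change 1.53), Cd209f, a C-type lectin, Retnla, made by alternatively activated macrophages (1.12), Hspb8, a small heat shock protein (1.23), and Wfdc17 (1.28). Sval3 and 5830454E08Rik were also among them. Lower genes included Mecom, a transcription factor (-1.78), Sirt4, a mitochondrial sirtuin (-1.08), Cmya5, a muscle-associated protein (-1.66), Gm20408 (-2.02), Zfand1 (-1.15), Prdm9 (-1.02), Gm21945, Hist2h3c1 and Mettl22. For these genes, with Eif2s3y, adjusted p ran from 0.163 to 0.431. Of 4 Y-linked genes measured, all 4 were higher in AQP5-/- libraries, and all 4 also when adjusted over the list alone. In AQP5+/+ replicate 2, Uty (16.7 FPKM) stood above every AQP5-/- library (mean 14.7 FPKM) and Ddx3y (11.4 FPKM) above AQP5-/- replicate 3 (10.9 FPKM). With a term for libraries that hold Y-linked transcripts, chosen after the data were seen, AQP5+/+ replicate 2 is compared alone with the AQP5-/- libraries and is assumed to vary like the others, and the log2 fold changes were -0.19 for Uty, 0.08 for Ddx3y, 0.30 for Kdm5d and 3.18 for Eif2s3y. Eif2s3y, a Y-linked translation factor (log2 fold change 4.67), stood at 0.0858, 2.04 and 0 FPKM in the AQP5+/+ and at 17.8, 28.0 and 22.9 FPKM in the AQP5-/- libraries. Of 5 aquaporins measured, Aqp5 was lower over all genes and Aqp5 and Aqp8 (-0.47) when adjusted over the list alone. Over the 11772 genes, 136 were higher and 104 lower in AQP5-/- libraries at the paper's threshold, and Spt1 and Aqp5 passed an adjusted p under 0.05 with limma. At an adjusted p under 0.05 there were 149 genes with DESeq2 on estimated fragments, 516 with limma arrayWeights, and 2 with edgeR on estimated fragments, a fit chosen after the data were seen. With median centring the split was 172 and 58, and with TMM factors 159 and 61. An unadjusted p under 0.05 was reached by 1341 genes. Groups did not overlap for 114 of the 240 and for 14.9% of all genes, where chance gives 10%. That is 1757 genes, and other equal splits of the same libraries gave 447 to 3075, so 14.9% is not particular to the genotypes. Without AQP5+/+ replicate 2, 282 were higher and 375 lower, and 917 passed an adjusted p under 0.05. The AQP5+/+ libraries left there lack Y-linked transcripts and all AQP5-/- libraries hold them. These counts therefore cannot tell the genotype from that division. There were 42 higher and 39 lower without AQP5+/+ replicate 1, 79 and 46 without AQP5+/+ replicate 3, and 84 higher without AQP5-/- replicate 2. Of the 136 higher genes 120 had a AQP5+/+ replicate 2 value above the mean of AQP5+/+ replicates 1 and 3. With the term for Y-linked transcripts 104 genes passed, 26 of the 240 among them, and between the 1 AQP5+/+ and 3 AQP5-/- libraries that hold them 120 passed.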

Compared to the mRNAs found in AQP5^+/+^ mice, 515 mRNAs were differentially expressed in AQP5^–/–^ mice, wherein 229 were upregulated and 286 were downregulated. 

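The 6 libraries divided by Y-linked transcripts rather than by genotype over all genes. Hierarchical clustering of the 11772 tested genes put AQP5+/+ replicates 1 and 3, where Ddx3y, Uty, Kdm5d and Eif2s3y stood at 0.139 FPKM or less, on one branch and AQP5+/+ replicate 2 with the 3 AQP5-/- libraries on the other. The first principal component (50.5% of the variance) placed AQP5+/+ replicates 1 and 3 at -49.2 and -45.6 and the other 4 libraries between 15.7 and 33.9, with AQP5+/+ replicate 2 at 21.1. Correlation of log2 values was 0.941 ± 0.0209 (SD over pairs) within a genotype and 0.924 ± 0.0266 between genotypes. Over the 240 mRNAs past the paper's threshold, Aqp5 and Cd209f among them, it was 0.861 within and 0.635 between, and the tree kept the same branches. Fmo5, a flavin monooxygenase, was 1 of several genes with this pattern, at 5.80, 101 and 4.47 FPKM in the AQP5+/+ and 103, 104 and 105 in the AQP5-/- libraries.

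**Figure D2:**
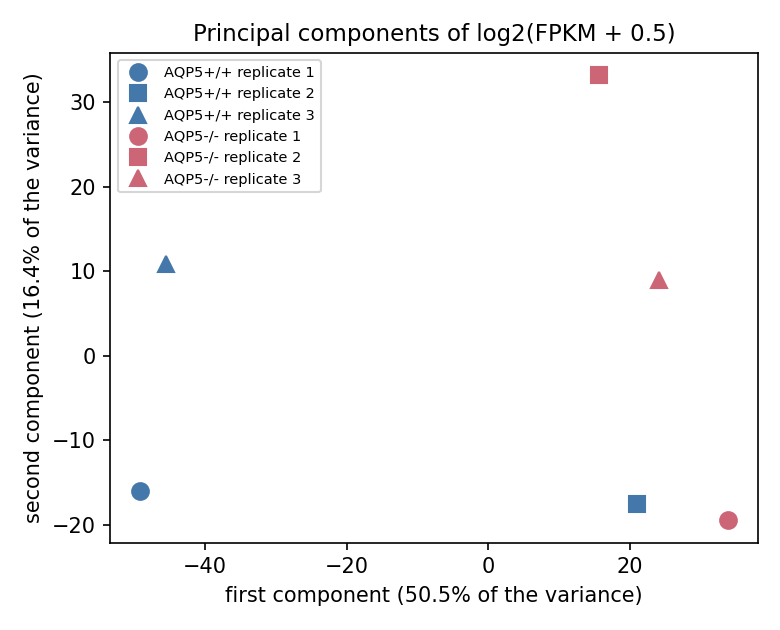
First and second principal components of log2(FPKM + 0.5) over 11772 genes, for 3 AQP5+/+ libraries (blue) and 3 AQP5-/- libraries (red), with circles, squares and triangles for replicates 1, 2 and 3. AQP5+/+ replicates 1 and 3 lie at -49.2 and -45.6 on the first axis, and AQP5+/+ replicate 2 lies at 21.1, within the range of the AQP5-/- libraries.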

Hierarchical clustering showed a distinguishable mRNA expression profile between AQP5^–/–^ and AQP5^+/+^ mice (Figure 6B).

**FIGURE 6:**
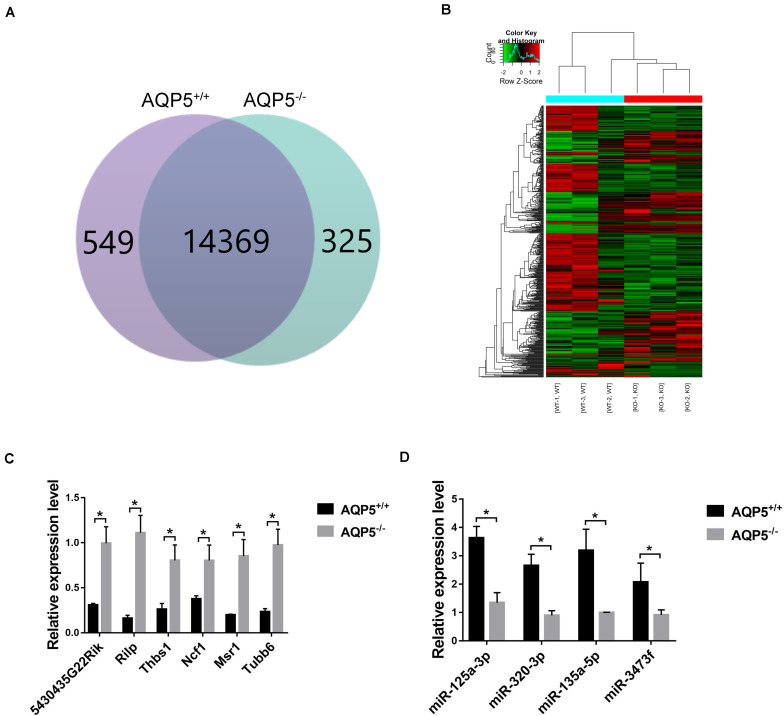
Identification of differential expression of mRNA after AQP5 knockout. **(A)** Venn diagram of differentially expressed mRNA; 15,243 mRNAs were detected in both mice. **(B)** Clustering graph. Hierarchical clustering displayed the mRNA expression profile of the AQP5^–/–^ mice (*n* = 3) vs. the AQP5^+/+^ mice (*n* = 3). **(C)** The expression of six upregulated mRNAs in AQP5^+/+^ and AQP5^+/+^ mice was detected by real-time fluorescence quantitative PCR. **(D)** The expression of four downregulated miRNAs in AQP5^+/+^ and AQP5^+/+^ mice was detected by real-time fluorescence quantitative PCR. *p < 0.05.

To verify the high-throughput sequencing results, qRT-PCR was performed for the six upregulated mRNAs and four downregulated miRNAs. The relative expression levels of the six mRNAs (Figure 6C) and the four miRNAs (Figure 6D) were consistent with the sequencing results.

### Function of Differentially Expressed mRNAs in the Lacrimal Glands of AQP5^–/–^ and AQP5^+/+^ Mice

We also performed GO and KEGG pathway analyses on the differentially expressed mRNAs to determine their biological function in the lacrimal glands of AQP5^–/–^ mice. We found that the most abundant GO terms for the upregulated mRNAs were response to external stimulus, extracellular space, and glycosaminoglycan binding. 

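Secreted proteins were frequent among the mRNAs higher in AQP5-/- libraries by limma. Of these 136, 120 had an AQP5+/+ replicate 2 value above the mean of AQP5+/+ replicates 1 and 3. Without AQP5+/+ replicate 1, 42 mRNAs were higher, and the terms of secreted proteins were tested on the 136 alone. Of the 136, 30 were annotated to the extracellular region (7.00 expected, adjusted p = 6.75e-09, one-sided exact hypergeometric test) and 23 to the extracellular space (6.78 expected, adjusted p = 1.01e-04), among them Lcn2, a siderophore-binding acute phase protein, Apoe, a lipid carrier, and Retnla. The hypergeometric test takes genes as independent, so its p can be too small where genes vary together over the libraries. All 3 measured genes of the fibrinogen complex were included: Fgg, a fibrinogen chain, Fn1, fibronectin, and Thbs1, thrombospondin, a matrix protein that binds heparin and phagocytic receptors (adjusted p = 4.41e-04). Heparin binding, a form of glycosaminoglycan binding, led the molecular functions with 6 genes (Apoe, Ccl8, Fgf1, Fn1, Lipg and Thbs1; 0.924 expected, adjusted p = 0.386). No biological process passed, the first being protein homotrimerization (adjusted p = 0.487). Of 38 genes of the extracellular matrix, 2 rose, Thbs1 and Fn1 (log2 fold change 1.33), 0 when adjusted over the list alone, and 36 did not pass; the list's mean log2 fold change was 0.33 (camera adjusted p = 8.83e-08, and adjusted p = 0.575 with an estimated correlation), and 0.58, 0.19 and 0.22 without AQP5-/- replicate 1, 2 and 3. Fibroblast markers rose or fell in 0 of 12 cases (mean 0.50, or 0.25 without AQP5+/+ replicate 3, camera adjusted p = 1.21e-05, and 0.448 with an estimated correlation), with Col3a1, a fibrillar collagen, at 11.7 ± 6.81 FPKM (SD, n = 3) in AQP5+/+ and 26.8 ± 13.8 FPKM (SD, n = 3) in AQP5-/- libraries. Of 12 sialyltransferases and related enzymes, a list taken from the terms of Figure 7 and so not independent evidence, 2 rose, St6galnac2 (1.28) and St3gal5 (1.53), 0 when adjusted over the list alone (mean 0.58, camera adjusted p = 9.22e-07, and 0.361 with an estimated correlation). St3gal5, which makes ganglioside GM3, stood at 5.50 FPKM in AQP5+/+ replicate 2 and at 0.552 and 0.694 in the other AQP5+/+ libraries.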

According to the KEGG analysis, the pathway related to circRNA upregulation was phagosome (Figure 7A).

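Genes of the phagosome, the compartment in which engulfed particles are digested, were higher on average in AQP5-/- libraries. Of 100 measured phagosome genes, 4 rose and 96 did not pass: Cd209f, Thbs1, Rilp, which links late endosomes to dynein, and B2m, the light chain of MHC class I (log2 fold change 1.22). The mean log2 fold change was 0.27 (camera adjusted p = 9.24e-13, and adjusted p = 0.427 with an estimated correlation), and 1 gene, Cd209f, passed when adjusted over the list alone. The list was prompted by Figure 7 and is not independent evidence. H2-K1, an MHC class I heavy chain (mean 82.1 FPKM in AQP5+/+ and 126 FPKM in AQP5-/- libraries), Cd14, a lipopolysaccharide co-receptor (2.82 and 5.14 FPKM), and Mrc1, the macrophage mannose receptor (3.14 and 6.20 FPKM), were higher in all AQP5-/- libraries without reaching a fold change of 2. Of 15 markers of macrophages and dendritic cells, 1 rose, Lyz2, the lysozyme of myeloid cells (1.24), and 14 did not pass, with Mrc1 past when adjusted over the list alone (mean 0.63, camera adjusted p = 3.35e-11, and 0.383 with an estimated correlation). Their mean log2 value was 2.23, 2.51 and 2.63 in the AQP5+/+ and 2.73, 3.10 and 3.43 in the AQP5-/- libraries. Of 31 inflammatory and acute phase genes, 3 rose, Lcn2 (1.18) and the chemokines Ccl8 (1.84) and Cxcl1 (1.91), 1 fell, Hp, the hemoglobin scavenger haptoglobin (-1.10), and 0 passed when adjusted over the list alone (mean 0.48, or 0.31 without AQP5+/+ replicate 1, camera adjusted p = 1.74e-09, and 0.361 with an estimated correlation). With the term for Y-linked transcripts, which compares AQP5+/+ replicate 2 alone with the AQP5-/- libraries, the camera adjusted p was 1.85e-08 for the phagosome list, 2.34e-05 for the macrophage list and 0.0522 for the inflammatory list, values that rest on 1 AQP5+/+ library and are not further support. By the pathway annotation of the deposited table, Cd209f, Rilp and Thbs1 were the 3 phagosome genes among the 136 higher mRNAs, where 1.34 were expected from 116 such genes (one-sided exact p = 0.151 before and 1 after adjustment, place 31 of 293 pathways). DESeq2 on estimated fragments put 13 among 169 higher mRNAs (1.67 expected, adjusted p = 1.55e-06, place 2), Tlr2, Itgb2 and Mrc1 among them, and without AQP5+/+ replicate 3 there were 6 among 79 (0.778 expected, adjusted p = 0.0182). Counts that did not reach an adjusted p under 0.05 were 8 with median centring (adjusted p = 0.0860, place 1), 7 with TMM factors (place 1), 7 with a pseudocount of 0.1, 5 with quantile normalization, 6 with arrayWeights, 1 with a pseudocount of 1, and 6 without AQP5+/+ replicate 2, AQP5-/- replicate 1 or AQP5-/- replicate 3. The count was 2 without AQP5+/+ replicate 1 or AQP5-/- replicate 2, also short of it. Of the settings chosen after the data were seen, edgeR on estimated fragments gave 12 (1.42 expected, adjusted p = 4.80e-06), and the ratio of mean FPKM as the fold 8 (adjusted p = 0.0652). The comparisons of AQP5+/+ replicate 2 alone with the AQP5-/- libraries gave 5 with the term for Y-linked transcripts (adjusted p = 0.0818) and 6 within the libraries that hold them (adjusted p = 0.0132), and neither is support beyond that 1 AQP5+/+ library. The enrichment under these settings was also computed after the data were seen, with a test that takes genes as independent. With limma the first pathway was the lacto and neolacto series of glycosphingolipid biosynthesis (B3galt5 and Fut4, adjusted p of 1). From the pathway analysis of the mRNAs it called upregulated, the paper states that the pathway related to upregulation was the phagosome.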

**FIGURE 7:**
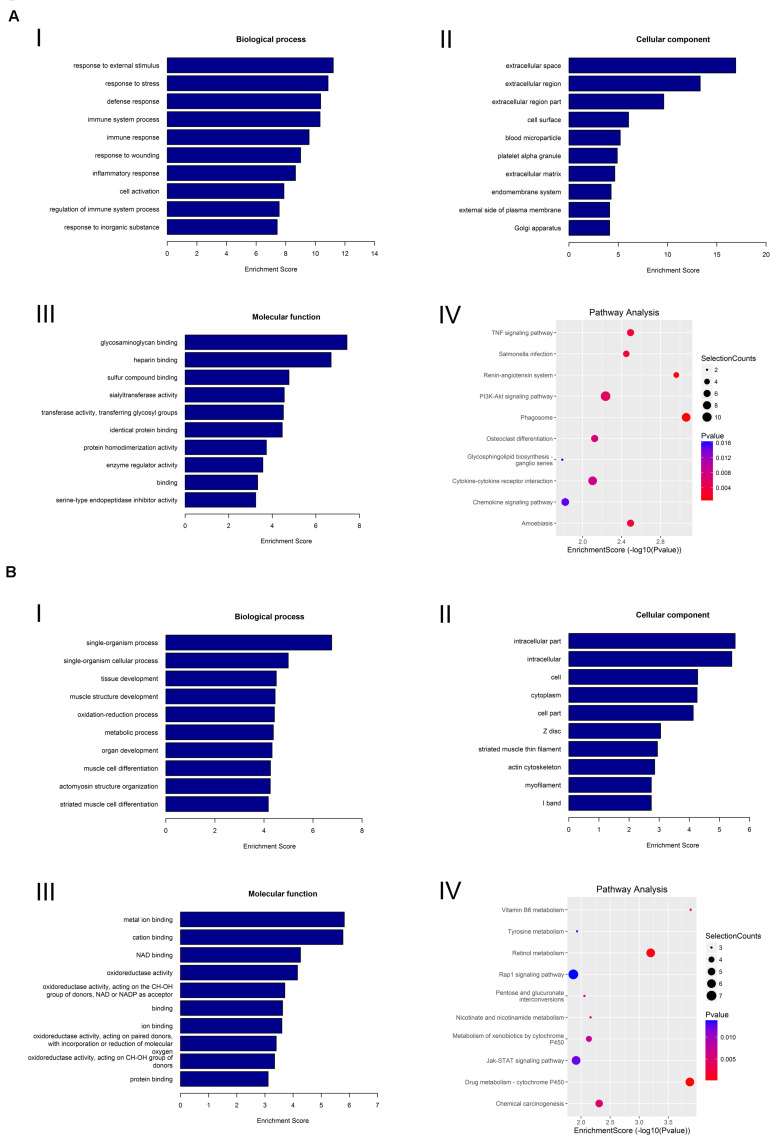
GO analysis and KEGG pathway analysis of mRNA. **(A)** GO analysis and KEGG pathway analysis of upregulated mRNA. GO analysis identified (I) molecular functions, (II) biological processes, and (III) cellular components. (IV) Relevant pathways were identified for upregulated mRNA. **(B)** GO analysis and KEGG pathway analysis of downregulated mRNA. GO identified (I) molecular functions, (II) biological processes, and (III) cellular components. (IV) Relevant pathways were identified for downregulated mRNA.

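Genes of metal ion binding, such as Sirt4, Prdm9, a histone methyltransferase with zinc fingers, Lrp2, the endocytic receptor megalin, and Cyp2b19, a cytochrome P450, numbered 18 among the 104 mRNAs lower in AQP5-/- libraries, where 18.2 were expected (p = 0.564 before and 1 after adjustment, one-sided exact hypergeometric test). The first molecular function by p was hemoglobin binding, carried by Hp and Lrp2 (adjusted p = 0.439). No cell component or biological process passed an adjusted p under 0.05, the smallest being 1 for each. The first pathway was salivary secretion, with Adcy2, an adenylate cyclase, Aqp5, Calml3, a calmodulin-like protein, and Dmbt1, a secreted mucosal glycoprotein, where 0.433 genes were expected (adjusted p = 0.263). Dmbt1 stood at 232, 114 and 271 FPKM in the AQP5+/+ and at 85.1, 133 and 76.2 FPKM in the AQP5-/- libraries. Terms were counted as given directly for each gene.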

For the downregulated mRNAs, the most abundant GO terms were single-organism process, intracellular part, and metal ion binding. 

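Of 7 measured genes of vitamin B6 metabolism, which interconvert and use pyridoxal phosphate, 0 passed the paper's threshold with limma, and 0 passed when adjusted over the list alone. Without AQP5+/+ replicate 2, 3 of the 6 genes of this pathway in the deposited annotation, Aox1, Aox3 and Psat1, were among 375 lower mRNAs (0.191 expected, adjusted p = 0.0350, one-sided exact hypergeometric test computed after the data were seen). The AQP5+/+ libraries left there lack Y-linked transcripts and all AQP5-/- libraries hold them, so genotype and this division cannot be told apart. DESeq2 on estimated fragments put 2 past the threshold (Aox1 and Aox3, adjusted p = 0.428) and arrayWeights 2 (Aox3 and Psat1, adjusted p = 0.332), and after the data were seen edgeR on estimated fragments put 2 and the ratio of mean FPKM as the fold 1. Aox1, an aldehyde oxidase that can oxidize pyridoxal (log2 fold change -0.73), was the 1 gene with an unadjusted p under 0.05. Aox3, a related oxidase, stood at 65.3, 9.72 and 57.3 FPKM in the AQP5+/+ libraries and at 12.3 ± 4.07 FPKM (SD, n = 3) in the AQP5-/- libraries. Psat1, a serine synthesis enzyme that uses pyridoxal phosphate, stood at 14.1, 10.9 and 43.8 FPKM against 9.40 ± 1.40 FPKM (SD, n = 3). The list's mean log2 fold change was -0.42 (camera adjusted p = 0.723), and the mean was 0.02 with the term for Y-linked transcripts (AQP5+/+ replicate 2 alone against the AQP5-/- libraries), -0.63 without AQP5+/+ replicate 2 and -0.25 without AQP5+/+ replicate 3. Of 40 genes of retinol and cytochrome P450 drug metabolism, 2 rose, Rdh16, a retinol dehydrogenase (1.14), and Fmo5 (2.83), 1 fell, Cyp2b19 (-2.53), 37 did not pass, and 0 passed when adjusted over the list alone (mean -0.17, camera adjusted p = 0.868; -0.30 without AQP5+/+ replicate 2 and -0.0472 without AQP5+/+ replicate 3). Of 17 skeletal muscle markers, 0 rose or fell (mean -0.95, camera adjusted p = 0.108), with a mean of 0.12 without AQP5+/+ replicate 2 (camera adjusted p = 0.0490), -1.48 without AQP5+/+ replicate 1 (3.25e-05) or 3 (5.45e-05) and a camera adjusted p of 0.0106 without AQP5-/- replicate 1, while quantile normalization (0.0127), median centring (0.0184), TMM factors (0.00832), DESeq2 (0.0421) and no filter (0.0156) also gave a call with a negative mean, and Mylpf, a myosin light chain of fast muscle, stood at 9.85 FPKM in AQP5+/+ replicate 2 and at 0.0907 to 0.975 in the other libraries. These 3 lists were prompted by the terms of Figure 7 and are not independent evidence.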

The most relevant pathway pertaining to the downregulated mRNAs was vitamin B6 metabolism (Figure 7B).

### CircRNA–miRNA–mRNA Network Analysis

To further determine the mechanism(s) underlying the functions of the identified circRNAs, we constructed a ceRNA regulatory network of circRNA–miRNA–mRNA. We targeted miRNAs and mRNAs using miRNA target prediction software according to TargetScan and miRanda. The top five miRNAs associated with each circRNA were involved in the network. All the targeted mRNAs of each of the top five miRNAs matched with the upregulated mRNAs that were identified by mRNA sequencing.

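Of the 9 mRNAs of the network, Cd209f, a C-type lectin of phagocytes, differed most, at 0.151 ± 0.101 FPKM (SD, n = 3) in AQP5+/+ and 1.68 ± 0.274 FPKM (SD, n = 3) in AQP5-/- libraries (log2 fold change 1.75, standard error 0.243, adjusted p = 0.250 from limma). Thbs1 stood at 3.43 ± 1.34 and 7.53 ± 1.17 FPKM (log2 fold change 1.09, standard error 0.283). Rilp stood at 0.145, 1.75 and 0.229 FPKM in the AQP5+/+ and at 2.02 ± 0.561 FPKM in the AQP5-/- libraries (log2 fold change 1.28), so that AQP5+/+ replicate 2 overlapped the AQP5-/- libraries. Log2 fold changes under 1 were measured for 5430435G22Rik, a Rab GTPase (0.80), Ncf1, a subunit of the phagocyte NADPH oxidase (0.77), Msr1, a scavenger receptor (0.86), Cd209a (0.79), and the beta-tubulins Tubb6 (0.71) and Tubb2b (0.72). All 9 were higher on average in AQP5-/- libraries, by ratios of mean FPKM from 2.05 to 11.1, and 7 had no overlap between the genotypes. The 9 had an unadjusted p under 0.05, 3 (Cd209f, Thbs1 and Rilp) passed the threshold with its fold change, and 0 passed an adjusted p over all genes (0.250 to 0.432). When adjusted over the list alone all 9 passed, but the study chose them on these libraries, so this is not independent evidence. With edgeR on estimated fragments 6 passed the threshold, and with the term for Y-linked transcripts, which compares AQP5+/+ replicate 2 alone with the AQP5-/- libraries, 3 had a p under 0.05. Without AQP5+/+ replicate 1 only 1 of the 9, Cd209f, passed, with log2 fold changes of 0.77 for Thbs1 and 0.95 for Rilp, and Rilp was also not past it without AQP5+/+ replicate 3, AQP5-/- replicate 1 or AQP5-/- replicate 2.

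**Figure D3:**
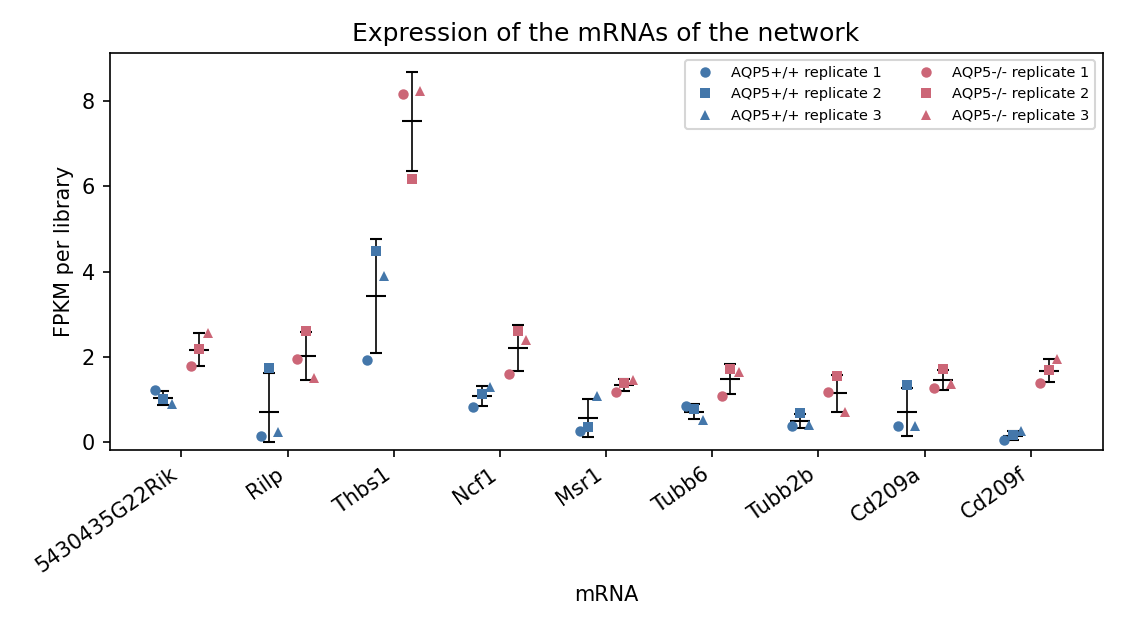
FPKM per library (y axis) of the 9 mRNAs of the network (x axis) in 3 AQP5+/+ libraries (blue) and 3 AQP5-/- libraries (red); circles, squares and triangles are replicates 1, 2 and 3, black marks the mean and bars 1 SD, drawn down to 0 at most. Cd209f lies between 0.0490 and 0.252 FPKM in AQP5+/+ libraries and between 1.39 and 1.94 in AQP5-/- libraries, and AQP5+/+ replicate 2 reaches the AQP5-/- values of Rilp and Cd209a.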

The network was constructed by using nine upregulated validated circRNAs, 40 altered miRNAs, and nine upregulated mRNAs (Figure 8). In this complex network, one circRNA can associate with multiple miRNAs and one miRNA can regulate multiple mRNAs. 

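By the pathway column of the deposited mRNA table, 8 of the 9 network mRNAs are annotated to the phagosome: Thbs1, Msr1, Cd209a and Cd209f as receptors or ligands of engulfed particles, Ncf1 as part of the oxidase that acts inside phagosomes, Rilp as a transport adaptor, and Tubb6 and Tubb2b as tubulins along which phagosomes move. 5430435G22Rik carries no pathway annotation of any kind there, which does not place it outside the phagosome. All 9 lie at low abundance, with mean values from 0.151 to 3.43 FPKM in AQP5+/+ libraries. Estimated fragments over the AQP5+/+ libraries together were 7 for Cd209f, 1035 for Thbs1 and from 49 (Tubb2b) to 157 (Ncf1) for the others. The Cd209 genes and the tubulins belong to families of similar sequence, so that reads may have been divided between their members. No miRNA was measured in these libraries, and the miRNA links of the network were not analysed here.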

According to the comparison with the database, these nine mRNAs and phagosome pathways are also closely related.

**FIGURE 8:**
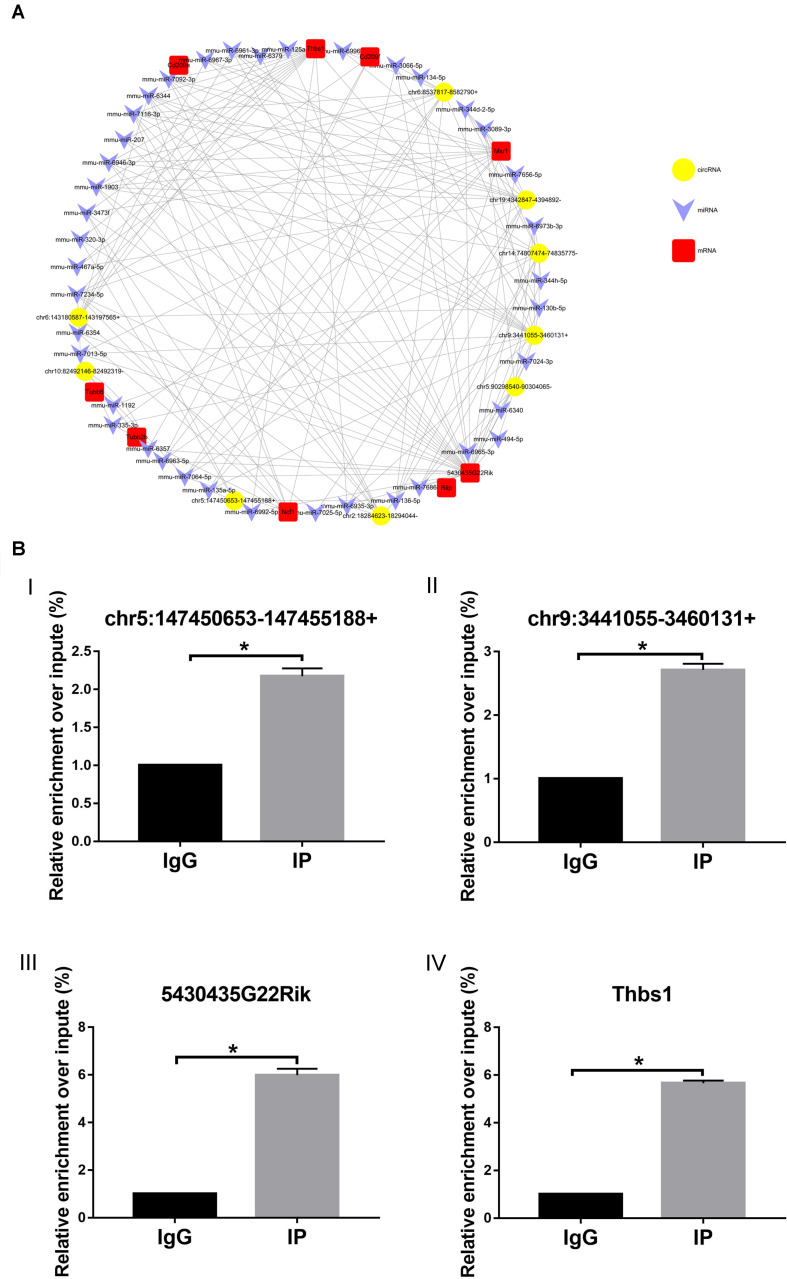
circRNA–miRNA–mRNA network. **(A)** Circles represent circRNA, arrowhead represents miRNA, and squares represent mRNA. **(B)** RIP-qPCR detected (I) chr5:147450653-147455188+, (II) chr9:3441055-3460131+, (III) 5430435G22Rik, and (IV) Thbs1. IG, negative control immunoglobulin G group; IP, containing magnetic beads of anti-AGO2 antibody group. *p < 0.05.

To further study the function of the previously identified circRNAs and verify the reliability of the predicted network of circRNA–miRNA–mRNA, RIP-qPCR was performed. As shown in Figure 8, compared with the IgG group (control), chr5:147450653-147455188 + (Figure 8BI) and chr9:3441055-3460131 + (Figure 8BII) can combine with the AGO2–miRNA complex, suggesting that chr5:147450653-147455188 + and chr9:3441055-3460131 + can combine with miRNA through a sponge mechanism. In addition, compared with the IgG group (control), 5430435G22Rik (Figure 8BIII) and Thbs1 (Figure 8BIV), identified in the previously predicted network graph, could also be detected, which indicates that our prediction is reliable.

## Discussion

Dry eye is a common chronic ocular surface disease caused by many factors such as reduced tear film stability, increase in tear osmolality, and ocular surface inflammation (Nelson et al., 2017). With changes in people’s working environments and living habits, the incidence of dry eye is increasing annually, but there are few effective drugs to treat it. This lack of effective drugs is mainly related to the diverse physiological symptoms associated with dry eye in humans and the lack of corresponding animal models for studying these diverse symptoms in detail.

Previous studies have used animal models of dry eye by administering drugs to inhibit the secretion of tears or by removing the lacrimal or Harderian glands of mice (Gilbard et al., 1987; Viau et al., 2008; Fakih et al., 2019). However, these methods are too complex and cumbersome, the efficiency of the models is not stable, and the damage to the mice is greater. Therefore, selecting a simpler and more stable animal model of dry eye for studying its pathogenesis and for treatment drug screening is particularly important. In this study, we found that AQP5^–/–^ mice naturally develop dry eye symptoms from birth, which makes them a stable, simple, and effective dry eye research animal model that can be used to study the pathogenesis of this condition. The AQP5 level has been considered to decrease with the occurrence of dry eye and is usually regarded as an indicator of dry eye in fundamental research (Wang et al., 2017). However, whether dry eye occurs because of *AQP5* knockout has not been reported.

The occurrence of dry eye is usually related to age and gender; the incidence gradually increases with age, and women are more likely to develop dry eye than men (Kaštelan et al., 2013). However, in this study, we did not observe this phenomenon. AQP5^–/–^ mice had dry eyes since birth, and no age- and gender-related trends were observed. This may be because the type of dry eye after AQP5 knockout is primary.

H*e*matoxylin–eosin staining of the lacrimal gland specimens of AQP5^–/–^ mice revealed that the structure of the acini was disordered, and there were many changes in the vacuolation structure in the acini. The same phenomenon was observed in TSP^–/–^ mice, a mouse model of Sjögren’s syndrome (an autoimmune disease) (Bhattacharya et al., 2018). Electron microscopic observations revealed that a large number of mitochondrial cristae had disappeared, and there was an increase in the number of autophagosomes. These results suggest that the structural changes in the lacrimal gland epithelial cells of AQP5^–/–^ mice may be related to autophagy.

As new non-coding RNAs, circRNAs play a key role in many ophthalmic diseases such as macular degeneration and corneal neovascularization (Liu et al., 2020; Wu et al., 2020). However, the role of circRNAs in dry eye and lacrimal gland development has not been studied before. Thus, to better understand the complex pathogenesis of dry eye, identification of comprehensive circRNA expression profiles in the lacrimal glands of AQP5^–/–^ mice was critical. We identified 2,541 circRNAs, of which 937 were newly identified. We also identified 30 differentially expressed circRNAs in the lacrimal glands of AQP5^–/–^ mice compared with those of control mice. We selected nine upregulated circRNAs for validation. The qRT-PCR results were consistent with those of high-throughput sequencing, which proved the reliability of high-throughput sequencing.

In the circRNA–miRN–mRNA regulatory network or the ceRNA theory, circRNAs play the role of miRNA sponge and influence the expression of target mRNAs by competitive adsorption of miRNAs (Qi et al., 2015). We found the circRNA and the mRNA with the same trend by sequencing circRNA and mRNA and then find the circRNA and mRNA with the same miRNA binding site by bioinformatics analysis. Only by meeting the above two conditions can the circRNA and mRNA be used to construct the circRNA–miRNA–mRNA regulatory network. Based on the nine validated upregulated circRNAs and the top five miRNAs predicted by using circRNAs, we predicted a circRNA–miRNA–mRNA network. In addition, by performing RIP-qPCR experiments, we proved that our predicted network is reliable. As a known member of the Argonaute protein family, Argonaute 2 (AGO2) can combine with miRNA to form the AGO2–miRNA complex (Zhang et al., 2020). This complex can be combined with circRNA *via* the sponge mechanism, which proves that chr5:147450653-147455188 + and chr9:3441055-3460131 + can play a role through sponge mechanism. In addition, the circRNAs and the mRNAs identified in our previously predicted network can also be detected by combining with the AGO2–miRNA complex, which shows that our network is reliable.

Interestingly, the target genes involved in this network are all related to phagosomes, according to the comparison with the database. These observations highly correlated with the results of our KEGG analysis of upregulated mRNA. Phagosomes, as a highly dynamic organelle, play an important role in innate and adaptive immunity as well as in tissue homeostasis (Dean et al., 2019). Our results indicate that the circRNA–miRNA–mRNA network predicted in our study is a network of phagosomes. What is more surprising is that our prediction is consistent with the structural changes in the lacrimal gland epithelial cells that we mentioned before. Therefore, these circRNAs may be involved in the regulatory networks and the pathways of phagosomes involved in the pathogenesis of dry eye. However, the regulatory mechanism of circRNAs is very complex; hence, it is necessary to further study the function and the mechanism of these circRNAs.

## Conclusion

The present study demonstrates that (i) *AQP5* knockout can lead to primary dry eye development in mice (AQP5^–/–^ mice have a stable dry eye phenotype since birth) and this phenotype may be produced by altering the structure of lacrimal glands, (ii) circRNA levels are significantly altered in the lacrimal glands of AQP5^–/–^ mice, and (iii) the interactions of the circRNA–miRNA–mRNA network associated with phagosomes may regulate the expression of *AQP5* involved in the pathogenesis of dry eye.

## Data Availability Statement

The data of sequencing results for this study can be found in the GEO database (GSE149832). Please see https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE149832 for more details.

## Ethics Statement

All experimental and animal care procedures followed the ARVO Statement for the Use of Animals in Ophthalmic and Vision Research and were approved by the Animal Care and Use Committee of Qingdao University (Qingdao, China).

## Author Contributions

GD and PC conceived and designed the study. YL, SH, XX, and XW performed the experiments. GD and TZ analyzed the data. YL and PC wrote the manuscript. All authors read and approved the final manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Abbreviations

AGO2: argonauute 2
AQP5: aquaporin 5
circRNA: circular RNA
GAPDH: glyceraldehyde 3-phosphate dehydrogenase
GO: Gene Ontology
KEGG: Kyoto Encyclopedia of Genes and Genomes
miRNA: microRNA
mRNA: messenger RNA
nt: nucleotides
qRT-PCR: quantitative real-time polymerase chain reaction
rRNAs: ribosomal RNA
RIP: RNA immunoprecipitation
SD: standard deviation.

How the deposited data were processed for this re-analysis (not part of the article)

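Lacrimal gland RNA of 3 AQP5+/+ and 3 AQP5-/- libraries was analysed, 6 libraries in all, from mice aged 6 months. Groups were taken from the sample labels, and replicate numbers were not used to pair libraries. The sources used here do not state whether each library is a separate animal. The circRNA counts were made by the authors, who trimmed reads with cutadapt 1.9.3, aligned them with STAR 2.5.1b to mm10 and identified circRNAs with DCC 0.4.4, and they are raw junction read counts per library, neither pooled nor normalized. The authors also deposited 6 columns of values normalized with edgeR 3.16.5, which were not used here. The FPKM values were made by the authors, whose notes name HISAT2 2.0.4, Cufflinks and Cuffdiff 2.2.1 without their order, and hold 1 value per protein-coding gene and library. The estimated counts deposited by the authors for the same genes are scaled by 1 factor per library. To recover estimated fragments they were divided by a step per library, taken as the median of its scaled counts near 1. Whether the mRNA values count strand is not given in the sources used here. Genes with near-identical copies, such as MHC class I, secretoglobin and tubulin genes, are uncertain where reads were divided between copies, as are overlapping genes. For 162 genes the symbol is shared with another entry.

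Computation used R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Junction read counts were compared with edgeR's quasi-likelihood test (glmQLFit and glmQLFTest) with TMM factors, for circRNAs with reads in at least 3 of 6 libraries. FPKM were compared with limma (lmFit and eBayes with trend) on log2(FPKM + 0.5), for genes with a mean FPKM of at least 0.5. The paper's threshold was applied as a fold change of at least 2 and an unadjusted p under 0.05, and a Benjamini-Hochberg adjusted p under 0.05 was counted beside it. Where a group had no reads, the fold was computed against a floor of 3 reads over the group. Ratios of reads carry 95% exact counting intervals. The 33 gene lists, written from general knowledge, were tested with camera at a preset correlation of 0.01 and with an estimated correlation, and with fry. A list needed 3 measured members, and the adipocyte list had too few. At a camera adjusted p under 0.05, 13 of 32 lists were called, with means above 0, of which that of the endoplasmic reticulum list was 0.01 and stands above the other genes (median -0.12) rather than above 0, and 0 with an estimated correlation, where the smallest adjusted p was 0.361. By fry 1 list was called, the aquaporins, which include the knocked-out Aqp5. Terms and pathways were those given for each gene in the deposited tables, for terms with at least 3 genes in the background of tested genes or tested host genes, with a one-sided exact hypergeometric test. That test takes genes as independent and makes no allowance for genes that vary together. The biological process annotation of 957 tested genes was incomplete in the table used and those entries were not used here.

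The text names Aqp5, the 9 network mRNAs, the 9 circRNAs of Table 1, the 21 lower circRNAs of Figure 4B with up to 6 examples, up to 4 members of smallest p and any member past the threshold of each list, and the 10 mRNAs of smallest p in each direction among those past the paper's threshold with no overlap between the genotypes, since 2 mRNAs reached an adjusted p under 0.05. The values in the paper's tables had been seen. Other genes named were chosen after their values were seen. Comparisons, gene lists and most alternatives were set before the data were examined. Alternatives covered the test, filter, scaling, pseudocount, variance model, weights, each library left out, the replicate block and, for detection, the minimum, with each library thinned in 100 draws.

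The tests were tested on simulated data with as many libraries as here. Of 100 circRNAs simulated at 4-fold, the quasi-likelihood test recovered 30 at the paper's threshold, and of 100 at 8-fold it recovered 58, with 5.68% of unchanged circRNAs called. The shares were 27%, 54% and 3.69% for exactTest and 18%, 40% and 0.852% for DESeq2. Of 100 mRNAs at 4-fold and 100 at 8-fold, limma recovered 99 and 100, with 0.812% of unchanged mRNAs called. EdgeR on estimated fragments recovered 100 and 100, with 1.05%. The mRNA shares hold for the simulated values only. They do not give the recovery of weakly expressed genes or the false calls in the real libraries. All 9 network mRNAs had a ratio of mean FPKM of at least 2.05, and 3 passed the paper's threshold with limma. Other equal splits of the real libraries put 23 to 285 mRNAs past it. Quantitative RT-PCR and miRNA target predictions were not analysed here.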

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

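The comparison of genes near Aqp5 was set before its result was seen, and Spt1 was picked out for its values. Spt1, a salivary secreted protein encoded on chromosome 15 from 103895859 to 103899312, drew attention as a signal that the paper does not discuss. It was listed at 0 in the 3 AQP5+/+ libraries and at 88893.5, 72882.2 and 85287.2 FPKM in the AQP5-/- libraries (adjusted p = 5.27e-10 from limma), so the lowest AQP5-/- value was 72882.2 FPKM. Other secreted proteins showed the same switch between 0 and a very high value without following the genotype. Scgb2b2 was listed at 0, 0 and 113451 FPKM in the AQP5+/+ and at 120796, 120416 and 0 in the AQP5-/- libraries, and Gm1553 at 96156.2 FPKM in AQP5+/+ replicate 3 and at 0 in the other 5. Scgb1b2, Obp1b and Gm5938 were also at 0 in 1 library and over 10000 FPKM in another.

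Spt1 lies within 10 Mb of Aqp5, where DNA of another strain could have been kept if the targeting had used one. The paper reports CRISPR/Cas9 editing of fertilized eggs and names no second strain, and editing of C57BL/6 eggs would leave no such segment. Of 109 genes tested in this window, Aqp5 left out, 18 (16.5%) had an unadjusted p under 0.05, against 11.3% of 11662 genes elsewhere, a ratio of 1.46 (95% interval of the odds ratio 0.875 to 2.59, two-sided Fisher's exact p = 0.0952). With the term for Y-linked transcripts, which compares AQP5+/+ replicate 2 alone with the AQP5-/- libraries, the shares were 3.67% and 2.94%. Spt1, Faim2 (log2 fold change 2.94) and Tmem117 (-1.14) passed the paper's threshold. Faim2 and Tmem117 followed the division by Y-linked transcripts and not the genotype: Faim2 stood at 11.3 FPKM in AQP5+/+ replicate 2, at 0.217 and 0.256 in the other AQP5+/+ libraries and at 11.9 to 14.9 in the AQP5-/- libraries, and Tmem117 at 6.94, at 20.6 and 21.6, and at 6.23 to 6.51. The interval of the odds ratio holds both 1 and values above 2, so these shares alone do not decide on a retained segment for the 109 genes as a set. The reported editing and the 1 strain given by the labels name no source for such a segment.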

How the results depend on the processing

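The Y-linked term, the libraries with Y-linked transcripts alone, edgeR on estimated fragments, exactTest without a filter, the ratio of mean FPKM as the fold, pathway enrichment under other mRNA settings, leaving out genes at 0 in 1 library and over 10000 FPKM in another, and detection in at least 2 libraries of a group for mRNA were chosen after the data were seen; the others were set before. Over 115 results and 2217 alternative values, 1833 stayed on the same side of the threshold or within the spread, 184 were no longer past the threshold, 65 were newly past it, 116 moved and 19 changed sign with a call in either setting. The 1833 hold 60 means of gene lists that changed sign with a call in neither. The Y-linked term and the libraries with Y-linked transcripts alone both compare AQP5+/+ replicate 2 with 3 AQP5-/- libraries, and this lone AQP5+/+ library is assumed to vary like the others, so results kept under them say little about stability. Isoform entries, the authors' p-values and a circRNA pseudocount were not run, since the tables hold none of them. The Aqp5 difference kept its direction and its call under all alternatives. The cause was not tested for the changes below unless a construction is named.

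For circRNAs past the paper's threshold (13 higher, 37 lower, 50 in all), exactTest gave 8, 14 and 22, DESeq2 8, 16 and 24, and at least 10 reads 8, 15 and 23. With exactTest without a filter there were 8, 13 and 21, with the Y-linked term 2, 8 and 10, and within the libraries with Y-linked transcripts 2, 4 and 6, of which 8 and 5 are shared with the 50. At an adjusted p under 0.05 there was 1 with reads in at least 2 libraries. Of the 18 lower circRNAs of Figure 4B, 5 passed with the Y-linked term and 4 within those libraries, and of the 9 of Table 1, 0 and 1 did. The circRNA mmu_circ_0000504 of Thrb changed sign with the Y-linked term (1.90) and within those libraries (1.87), and mmu_circ_0001704 of Nfix did with both (0.17 each). Detection in both genotypes was 483 with at least 2 reads, and with reads in at least 2 libraries 282 circRNAs were AQP5+/+ only, 155 AQP5-/- only, 256 in both and 693 in either, as fewer can qualify. Leaving out 1 library moved the higher circRNAs from 8 to 13, the lower from 9 to 32, all from 20 to 41, those at an adjusted p under 0.05 from 0 to 1, those of Table 1 from 6 to 9, the lower ones of Figure 4B from 7 to 17 and the AQP5-/- only from 608 to 1071. Past the threshold alone, the within minus between correlation was 0.745 for circRNAs and 0.226 for mRNAs, since these were chosen for their difference.

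For mRNAs past the threshold (136 higher, 104 lower, 240 in all), lower mRNAs numbered 168 with a pseudocount of 0.1, 58 with median centring, 61 with TMM factors, 168 with DESeq2, 300 with arrayWeights, 161 with edgeR on estimated fragments, 45 with the Y-linked term, 54 within the libraries with Y-linked transcripts and 195 with the ratio of mean FPKM as the fold. Higher mRNAs numbered 90 with no filter, 83 with trend and robust, 254 with arrayWeights, 59 with the Y-linked term and 66 within those libraries. All mRNAs numbered 554 with arrayWeights, 378 with the ratio of mean FPKM as the fold, 104 with the Y-linked term and 120 within those libraries. An adjusted p under 0.05 was reached by 149 with DESeq2 on estimated fragments, 516 with arrayWeights, 10 with the Y-linked term, 4 within those libraries and 1 without genes at 0 in 1 library and over 10000 FPKM in another, which leaves out Spt1. The network mRNAs past the threshold were 6 with a pseudocount of 0.1, 1 with a pseudocount of 1, 6 with DESeq2, 6 with edgeR on estimated fragments and 9 with the ratio of mean FPKM as the fold. Host genes past it numbered 1 with DESeq2, 2 with arrayWeights and 2 with edgeR on estimated fragments, and adjusted over the list alone 4 with DESeq2 and 16 with arrayWeights. Leaving out 1 library moved the higher mRNAs from 42 to 282, the lower from 39 to 375, all from 81 to 657, those at an adjusted p under 0.05 from 2 to 917, host genes past the threshold from 0 to 2 and over the list alone from 0 to 12, network mRNAs from 1 to 4, and mRNAs detected in AQP5-/- only from 316 to 719. The highest of each came without AQP5+/+ replicate 2, where genotype and the division by Y-linked transcripts cannot be told apart.

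Mean log2 fold changes of gene lists that changed sign, with a camera call before or after, were 0.12 for the respiratory chain with median centring and with TMM factors, 0.10 with DESeq2 and 0.10 with edgeR on estimated fragments, -0.0295 for protein processing in the endoplasmic reticulum with arrayWeights, 0.11 for proliferation with arrayWeights, -0.24 for interferon-stimulated genes and 0.20 for duct markers with the Y-linked term and within the libraries with Y-linked transcripts. Leaving out 1 library moved the endoplasmic reticulum list from -0.0575 to 0.0646, muscle from -1.48 to 0.12, salivary gland from -1.47 to 2.10 and proliferation from -0.33 to 0.17. Means that changed sign without a call were, with the Y-linked term and within those libraries alike, -1.48 for salivary gland, 0.31 for nerve, 0.17 for myoepithelial, 0.13 for tight junction, 0.09 for retinol and P450, 0.09 for Harderian gland, 0.06 for the respiratory chain, 0.02 for vitamin B6, 0.02 for autophagy, 0.01 for ion transport and 0.01 for circRNA biogenesis. With DESeq2 they were 0.11 for myoepithelial, 0.06 for Harderian gland, 0.05 for circRNA biogenesis, 0.04 for ion transport, 0.04 for duct, 0.03 for nerve and, at most 0.00180, tight junction and proliferation. Without 1 library, neutrophil and mast cell markers were at -0.06 (AQP5-/- replicate 3), and the respiratory chain, duct, myoepithelial, Harderian gland and nerve means also crossed 0.

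The replicate numbers do not pair the samples. With the replicate number as a block, circRNAs past the threshold were 8 higher, 8 lower and 16 in all, 7 of the lower ones of Figure 4B passed, and mRNAs past the threshold were 286, with 4 at an adjusted p under 0.05. Deviations of the libraries of the same number correlated at -0.00548, -0.0108 and -0.0563 for circRNAs and -0.139, -0.184 and -0.150 for mRNAs, and no library correlated best with its own number. At the depth and spread of these libraries (common dispersion 0.409) simulated circRNAs at 4-fold were recovered in 30% of cases. Depth and spread were not separated. Simulated mRNAs at 4-fold were recovered in 99%, a share that holds for the simulated values only. It does not give the recovery of weakly expressed genes, whose change is understated on the log2 scale used here.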

Differences from the paper's values

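EdgeR's exactTest without a filter, edgeR on estimated fragments, the ratio of mean FPKM as the fold and the Y-linked libraries alone were chosen after the data were seen, and the other tests named here were set before. At a fold change of at least 2 and p under 0.05, the paper's 30 circRNAs compare with 50, and the paper's 21 lower circRNAs with 37. Those among the 50 that the paper does not name had few reads, from 4 in all (such as Canx) to 7 (such as Ano6). Each of them had no read in the other genotype. The circRNAs that the paper names had at least 8 reads. For all circRNAs, exactTest (22), DESeq2 (24), no TMM factor (41), no filter (41), at least 10 reads (23), reads in at least 2 libraries (44) and leaving out any 1 library (20 to 41) come within 1.5 times of the paper's value, and TMMwsp and the replicate block do not. For lower circRNAs, exactTest (14), DESeq2 (16), no TMM factor (27), no filter (25), at least 10 reads (15), reads in at least 2 libraries (28), and leaving out AQP5+/+ replicate 3 (24) or AQP5-/- replicate 1 (20), 2 (20) or 3 (25) come within 1.5 times, and TMMwsp, the replicate block and leaving out AQP5+/+ replicate 1 or 2 do not. Of the paper's circRNAs, 9 of 9 higher and 18 of 21 lower ones were called, and those of Sntb1, Arid1b and Sorl1, with reads in too few libraries to enter, were not. With no filter, and with reads in at least 2 libraries, all 21 were called. With exactTest without a filter, chosen after the data were seen, 21 circRNAs were called, 8 of the 9 and 13 of the 21 among them, so that 1 and 8 were dropped.

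The paper's 515 mRNAs compare with 240, its 229 higher with 136 and its 286 lower with 104. For all mRNAs, a pseudocount of 0.1 (347), arrayWeights (554) and leaving out AQP5+/+ replicate 2 (657) come within 1.5 times. For higher mRNAs a pseudocount of 0.1 (179), median centring (172), TMM factors (159), DESeq2 (169), arrayWeights (254), the replicate block (157) and leaving out AQP5+/+ replicate 2 (282) do, and for lower mRNAs arrayWeights (300) and leaving out AQP5+/+ replicate 2 (375) do. The other alternatives set before the data were examined do not. The ratio of mean FPKM as the fold, chosen after the data were seen and with the same p, gave 183 higher, 195 lower and 378 in all, each within 1.5 times of the paper's value. The paper's 9 network mRNAs compare with 3 here, with the fold taken from log2 values with a pseudocount of 0.5. A pseudocount of 0.1 (6) and DESeq2 (6) come within 1.5 times, the other alternatives set before do not, and edgeR on estimated fragments, chosen after the data were seen, also gave 6 and so dropped 3 of the paper's 9. With the ratio of mean FPKM as the fold, from 2.05 to 11.1, all 9 passed and 0 were dropped.

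For the circRNAs, the paper names protein processing in the endoplasmic reticulum and the synaptic vesicle cycle, which were carried by 1 host gene of higher circRNAs (Dnajc1) and 2 of lower ones (Cacna1b and Unc13b), each with an adjusted p of 1. The paper states that the phagosome is the pathway of the higher mRNAs. With limma it held 3 of the 136, where 1.34 were expected (adjusted p of 1). It was called with DESeq2 (13 of 169, adjusted p = 1.55e-06) and without AQP5+/+ replicate 3 (6 of 79, adjusted p = 0.0182), and, in a setting chosen after the data were seen, with edgeR on estimated fragments (12 of 144, adjusted p = 4.80e-06). Within the libraries that hold Y-linked transcripts it also passed (6 of 66, adjusted p = 0.0132), but this compares AQP5+/+ replicate 2 alone with the AQP5-/- libraries and is not counted as support. The enrichment under all these alternatives was computed after the data were seen. Of the 9 network mRNAs 8 carry the pathway, and 5430435G22Rik carries no pathway annotation of any kind. The paper names vitamin B6 metabolism for the lower mRNAs, and 0 of 7 measured genes passed the threshold with limma, while Aox1 was the 1 gene at an unadjusted p under 0.05. The pathway was called without AQP5+/+ replicate 2 (3 of 375, adjusted p = 0.0350), and DESeq2 and arrayWeights put 2 genes each past the threshold without such a call. Without AQP5+/+ replicate 2, only AQP5+/+ libraries lacking Y-linked transcripts are set against AQP5-/- libraries that all hold them. That call cannot tell the genotype from this division. Metal ion binding, named for the lower mRNAs, had 18 of the 104, where 18.2 were expected. The paper describes distinct mRNA profiles by genotype, and the tree over all genes put AQP5+/+ replicate 2 with the 3 AQP5-/- libraries. For the higher mRNAs, extracellular space was carried by 23 of 136, where 6.78 were expected (adjusted p = 1.01e-04, one-sided exact hypergeometric test). This term was tested on the 136 of the main fit alone, and 42 mRNAs were higher without AQP5+/+ replicate 1.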

Other observations

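The tests of the Y-linked difference, of circRNAs in 1 genotype and of other splits of the mRNA libraries were chosen after the result was seen, as were the term for Y-linked transcripts and the comparison within the libraries that hold them, which both set AQP5+/+ replicate 2 alone against the AQP5-/- libraries. The tests of a few abundant genes and of other splits for circRNAs were set before.

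The 240 mRNAs past the paper's threshold depend on which AQP5+/+ libraries are compared. AQP5+/+ replicate 2 has Y-linked transcripts like the 3 AQP5-/- libraries, and in AQP5+/+ replicates 1 and 3 these stand at 0.139 FPKM or less. Y-linked transcripts mark male tissue, and their near absence from AQP5+/+ replicates 1 and 3 is what female tissue would give. By these transcripts, sex is not balanced between the genotypes, though the sources used here do not state it. Without AQP5+/+ replicate 2 the number past the threshold was 5.26 times the larger of the numbers without replicate 1 or 3. A candidate explanation for most of the differences is whatever separates the 2 libraries without Y-linked transcripts from the other 4, such as sex. Whether sex caused the mRNA differences was not tested. A few genes that take most of the FPKM are argued against as the whole cause, since TMM factors left 0.917 of the count and 183 of the 240 mRNAs themselves. With these factors the lower mRNAs fell from 104 to 61 and the higher ones rose from 136 to 159, so that a part of such genes in the lower ones stays open. Both the genotype and other differences between these libraries stay open, and among the 10 splits, too few for a share under 0.05, 4 gave at least as many mRNAs as the real split, itself included (240, with 285 the highest other), and all 4 keep AQP5+/+ replicates 1 and 3 in the same group, which points to a structure of the samples.

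The circRNAs found in 1 genotype could largely come from few reads falling on the libraries at random. Among 938 circRNAs with reads in at least 2 libraries, 176 were found in 1 group of 3 libraries only under the real split and 177.9 on average under the 9 other splits (151 to 207), a difference of -1.06%. A first form of this test over all circRNAs was set aside, since a circRNA in 1 library falls in 1 group under every split. The values allow that some circRNAs, such as the 27 and 8 seen in all 3 libraries of 1 genotype, differ by genotype, which was not tested for the set.

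For circRNAs past the paper's threshold, 1 of the 10 splits, the real one, reached 50, and the highest of the others was 44; 10 splits are too few for a share under 0.05.

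Immediate early and heat shock genes had 2 higher members of 32, Ier3 (log2 fold change 1.22) and Fos (1.35), with AQP5-/- replicate 1 highest at 33.1 and 128 FPKM, and 0 when adjusted over the list alone (mean 0.47, or 0.14 without AQP5-/- replicate 1, camera adjusted p = 8.83e-08, and 0.434 with an estimated correlation). Of 36 interferon-stimulated genes, Ifi27l2a (1.83) rose and 0 passed when adjusted over the list alone (mean 0.33, camera adjusted p = 2.78e-07, and 0.603 with an estimated correlation), and the mean was -0.24 with the term for Y-linked transcripts, 0.61 without AQP5+/+ replicate 2, 0.13 without AQP5+/+ replicate 3 and 0.10 without AQP5-/- replicate 3. Of 9 B cell and plasma cell markers, Tnfrsf17 (1.52) rose and 0 when adjusted over the list alone (mean 0.65, camera adjusted p = 4.43e-04, and 0.575 with an estimated correlation), and without AQP5+/+ replicate 1 the mean was 0.28 and the camera adjusted p 0.186, with no filter 0.28 and 0.131, while without AQP5-/- replicate 3 the mean was 1.03. The 7 T cell and NK cell markers had 0 past the threshold by limma (mean 0.44, camera adjusted p = 0.00232, and 0.448 with an estimated correlation), and without AQP5+/+ replicate 1 it was 0.0981 (mean 0.26), while without AQP5-/- replicate 2 the mean was 0.22. The 5 erythrocyte genes had 0 (mean 0.50, camera adjusted p = 0.0243, and 0.603 with an estimated correlation), and the call was lost without AQP5+/+ replicate 1 (0.268), AQP5+/+ replicate 2 (0.102) or AQP5-/- replicate 2 (0.338), and with quantile normalization (0.0695), median centring (0.0945), TMM factors (0.0854), DESeq2 (0.0505) or arrayWeights (0.219), and the mean ran from 0.07 without AQP5-/- replicate 2 to 0.89 without AQP5+/+ replicate 3. The 45 genes of protein processing in the endoplasmic reticulum had 0 (mean 0.01, camera adjusted p = 0.00530, and 0.683 with an estimated correlation), with Xbp1 at -0.88 and Pdia4 at 0.45. Camera sets them against the other genes, whose median was -0.12. The call was lost with quantile normalization (0.0806), without AQP5+/+ replicate 1 (0.0510) and without AQP5-/- replicate 2 (0.0782), and the mean was -0.0295 with arrayWeights, -0.00399 without AQP5+/+ replicate 2 and -0.0575 without AQP5-/- replicate 2. With the term for Y-linked transcripts the camera adjusted p was 0.470 for this list, 0.983 for the B cell, 0.390 for the T cell and 0.0557 for the erythrocyte list.

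Among lists without a call at a camera adjusted p under 0.05, Dmbt1 (-1.02) was the 1 lower gene of 13 acinar markers (mean -0.25, -0.46 without AQP5-/- replicate 1 and -0.10 without AQP5-/- replicate 3) and Car6 (-1.12) did not pass. Bhlhe40 (1.44) was the 1 higher gene of 15 clock genes (mean -0.15, -0.26 without AQP5-/- replicate 1 and -0.0472 without AQP5-/- replicate 3). Of 27 tight junction and desmosome genes, Cldn2 rose and Cldn8 (-1.12) fell, and 1 passed when adjusted over the list alone. Their mean was -0.11, -0.23 without AQP5+/+ replicate 2 and -0.0225 without AQP5+/+ replicate 1. Emcn (-0.95) passed when adjusted over the list of 11 endothelial markers alone (mean -0.36, -0.19 without AQP5+/+ replicate 3, -0.24 without AQP5-/- replicate 1 and -0.52 without AQP5+/+ replicate 2). The camera adjusted p of these markers was under 0.05 without AQP5+/+ replicate 1 (0.0458), with quantile normalization (0.0311), median centring (0.0265), TMM factors (0.0215) and DESeq2 (0.0190), and, chosen after the data were seen, with edgeR on estimated fragments (0.0201). Counts of 0 past the threshold, and 0 when adjusted over the list alone, were found by limma for 29 genes of ion transport (mean -0.10, Slc4a4 -0.56), 43 of autophagy and lysosomes (mean -0.18, -0.11 without AQP5+/+ replicate 1, -0.28 without AQP5+/+ replicate 2, and a camera adjusted p of 0.0181 without AQP5-/- replicate 3 and 0.0460 with no filter), 49 of the respiratory chain (mean -0.02), 14 of circRNA biogenesis (mean -0.13), 15 of proliferation (mean -0.11), 10 duct markers (mean -0.08), 9 myoepithelial markers (mean -0.05), 9 salivary gland markers (mean 0.89, with a camera adjusted p of 0.0497 without AQP5+/+ replicate 2, 0.00486 without AQP5-/- replicate 2, 0.00579 without AQP5-/- replicate 3, 0.0409 with no filter and, at a mean of -1.47, 0.0423 without AQP5-/- replicate 1), 6 Harderian gland markers (mean -0.07, median 0.16), 5 neutrophil and mast cell markers (mean 0.17, median -0.26) and 4 nerve markers (mean -0.17). The ion transport mean was -0.16 without AQP5+/+ replicate 2 and -0.0413 without AQP5-/- replicate 3. With median centring, which moved the median of all genes from -0.12 to 0.01, the means were 0.12 for the respiratory chain, 0.09 for myoepithelial, 0.07 for Harderian gland and 0.06 for duct markers, 0.03 for ion transport, tight junction and proliferation genes and 0.01 for circRNA biogenesis. Without centring the camera adjusted p of these lists ran from 0.121 for the endothelial markers to 0.904. The aquaporin list includes the knocked-out Aqp5 (log2 fold change -7.41), so its calls do not show a change of the other aquaporins. By fry the aquaporin list had an adjusted p of 0.00504, and by camera one of 0.0656, which was under 0.05 at a mean FPKM of at least 1 (0.0361), with quantile normalization (0.0311), median centring (0.0274), TMM factors (0.0215) and DESeq2 (0.0418), and without AQP5+/+ replicate 1 (0.0110) or AQP5-/- replicate 1 (0.0423). For the respiratory chain it was 0.00999 with median centring, 0.00393 with TMM factors, 0.0103 with DESeq2 and 0.0319 without AQP5-/- replicate 2, and for proliferation genes 0.0333 with arrayWeights and 0.00940 without AQP5+/+ replicate 2.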
